# Multi-Omics Approaches for Revealing the Epigenetic Regulation of Histone H3.1 during Spermatogonial Stem Cell Differentiation In Vitro

**DOI:** 10.3390/ijms24043314

**Published:** 2023-02-07

**Authors:** Li Liu, Haojie Li, Mengjie Wang, Xiangzheng Zhang, Jie Ren, Yan Yuan, Jiahao Sha, Xuejiang Guo

**Keywords:** histone modification, spermatogonial stem cell, differentiation, transcription factor, epigenetic regulation

## Abstract

Epigenetic regulation, particularly post-translational modifications (PTMs) of histones, participates in spermatogonial stem cell (SSCs) differentiation. However, there is a lack of systemic studies of histone PTM regulation during the differentiation of SSCs due to its low number in vivo. Herein, we quantified dynamic changes of 46 different PTMs on histone H3.1 by targeted quantitative proteomics using mass spectrometry during SSCs differentiation in vitro, in combination with our RNA-seq data. We identified seven histone H3.1 modifications to be differentially regulated. In addition, we selected H3K9me2 and H3S10ph for subsequent biotinylated peptide pull-down experiments and identified 38 H3K9me2-binding proteins and 42 H3S10ph-binding proteins, which contain several transcription factors, such as GTF2E2 and SUPT5H, which appear to be crucial for epigenetic regulation of SSC differentiation.

## 1. Introduction

Spermatogonial stem cells (SSC) reside in the testes of male mammals, where they serve as progenitor cells for spermatogenesis. Following puberty, SSCs experience multiple physiological regulations, including meiosis, which promote their subsequent differentiation [1]. The continual SSC proliferation and differentiation constitute the foundation of spermatogenesis, ensuring the continued viability of male fertility. The SSC-induced meiosis is inextricably linked to both genetic and epigenetic co-regulations [2]. In the early 2000s, the successful establishment of a long-term SSC culture in vitro provided a solid platform for SSC modulation. Subsequently, the establishment of a robust and complete meiosis in vitro model that meets the “Gold Standard” of meiosis enabled investigation into the regulatory mechanism of SSC differentiation in vitro [3].

During the SSC differentiation process, epigenetic events induce dramatic alterations, namely, DNA methylation (DM), histone modification (HM), chromatin remodeling, RNA modifications, and so on. Many DM regulators, such as *Dnmt3a*, *Dnmt1*, and *Tet1*, are confirmed as modulators of SSC differentiation [4]. In addition to DM, HMs, particularly H3.1 modifications, are critical for SSC differentiation. However, the existing studies are mostly limited to single HMs, such as H3K4me3 and H3K27me3 [5,6]. There is currently a lack of systematic research on HM function in this process. Thus, it is imperative to systematically reveal the dynamic HMs alterations that occur during SSC differentiation in order to resolve this urgent issue.

Spermatogenesis is a continuous and asynchronous process regulated by a myriad of somatic cells, such as Sertoli and Leydig cells [7]. In a previous study, the researchers only elucidated the differentiation process of spermatogonia from the transcription level [8]. The high-purity isolation of all cell types from within the testis is key to studying spermatogenesis. In a prior investigation, researchers utilized WIN18446 to synchronize SSCs for spermatogenesis. In doing so, they revealed an essential role of FBXO47 during meiosis, thereby uncovering extensive dynamic processes and molecular signatures that modulate gene expression and germ cell development [9]. However, SSCs in vivo are rare as it is challenging to use these cells in vivo for proteomics research, particularly those involving histone post-translational modification (PTM). Given these challenges, it is essential to obtain massive quantities of cells of a single cell type to resolve this issue.

In this study, for the first time, we employed an in vitro model of SSCs differentiation to systemically identify the post-translational HM sites during early SSC differentiation. Moreover, we utilized biotin-labeled synthetic peptides to co-precipitate HM-binding proteins with low-input cell numbers. We further analyzed the essential roles of proteins, such as GTF2E2 and SUPT5H, in SSC differentiation. Together, our work provided necessary data resources for the subsequent study of meiosis in SSCs.

## 2. Results

### 2.1. Induction of SSC Differentiation In Vitro

Our group previously employed a 2D culture system composed of primordial germ cell-like cells (PGCLC) and neonatal testicular somatic cells to enable germ cells to complete meiosis in vitro to obtain spermatid-like cells [3]. Subsequently, using this system, we co-cultured EGFP-SSCs with neonatal testicular somatic cells to simulate the in vitro differentiation of SSCs (Figure 1A). Prior to induction, we also verified the germ cell-specific properties of EGFP-SSCs (Figure 1B). Based on our karyotype analysis, EGFP-SSC contained 20 pairs of chromosomes, which were commensurate with the chromosomal features of normal male murine diploid cells (Figure 1C). Using immunofluorescence staining with SSC-specific markers, we subsequently revealed that the SSC cell line expressed elevated levels of the SSC stage-specific marker PLZF and the stem cell-specific marker OCT4. STRA8 was not stained during the initial SSC differentiation process (Figure 1D). Following 24 h of co-culture, SSCs migrated to somatic testicular cells. The testicular somatic cells surrounded and aggregated with SSCs to form new cellular clones after 48 h of differentiation. This indicated that the SSCs exhibited typical features of early SSC differentiation (Figure 1E). Following 24 h of co-culture, the SSC differentiation marker STRA8 was weakly expressed among differentiated cells, as evidenced by immunofluorescence staining. The STRA8 expression became considerably more prominent following 48 h of co-culture, indicating that the SSCs, at this point, underwent extensive differentiation (Figure 1F). In summary, we successfully established the SSC in vitro differentiation system.

### 2.2. RNA-seq Analysis of SSCs Differentiation In Vitro

We next sorted SSCs at different stages of culture using flow cytometry for RNA-seq analysis (Figure 2A). 

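The sorted cells belong to EGFP-SSC, a mouse SSC line that expresses green fluorescent protein and was kept on feeder layers of mouse embryonic fibroblasts. The culture medium of the line held epidermal growth factor, basic fibroblast growth factor and glial cell line-derived neurotrophic factor (GDNF). For differentiation, the line was mixed with somatic cells from busulfan-treated mouse testes, in which germ cells are depleted, in medium with retinoic acid, bone morphogenetic proteins, activin A, testosterone and follicle-stimulating hormone. The paper lists none of the growth factors of the culture medium for this medium. The fluorescence was used to sort the SSCs from these somatic cells. The authors sequenced poly-A RNA from 3 biological replicates at each of 0 h, 24 h and 48 h of co-culture on an Illumina NovaSeq instrument. For each of the 9 libraries, the authors deposited the number of reads counted on each Ensembl gene identifier, without normalization. The headers of these counts name HISAT2, an aligner of spliced reads, and the paper's text names no genome build. Symbols and positions were taken from GENCODE release M21 for the build GRCm38, which held 45143 of the identifiers, and the remaining 935 took at most 0.121% of the counts of any library.

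The 0 h libraries held 16825251, 21274071 and 21392053 counts, the 24 h libraries 19341525, 18002479 and 20323920, and the 48 h libraries 18675796, 22201892 and 19680254. The mitochondrial gene mt-Co1 was the most abundant in each library, with 0.86% to 1.47% of the counts. Counts of the 9 pairs of replicates differed by more than sampling noise, with 7.12 to 81.4 chi-square units per degree of freedom, so each library was counted as 1 replicate. The authors tested the replicates with DESeq2 and called genes at an adjusted p-value of up to 0.05. From the same counts, differential expression was computed here with edgeR, with TMM normalization, the default expression filter of edgeR (filterByExpr) and 1 quasi-likelihood fit over the 6 libraries of each comparison. The test is two-sided, its p-values were adjusted after Benjamini and Hochberg over the genes tested, and the threshold was also 0.05. Levels are given as CPM, counts relative to the total of the library after TMM normalization, as mean ± SD over 3 libraries. The spread between replicates that edgeR fitted, the biological coefficient of variation, was 0.22 for 24 h against 0 h, 0.228 for 48 h against 0 h and 0.115 for 48 h against 24 h. A gene counted 0 times can still have an expected count of up to 3 in such a library, so folds against groups with at most 3 counts per library are given as lower bounds.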

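The 9 libraries were compared on the log2 CPM of 18262 genes. The first principal component held 58.3% of the variance and separated the time points, with mean scores of -82.5 ± 4.71 (SD, n = 3) at 0 h, 30.8 ± 2.39 at 24 h and 51.7 ± 3.82 at 48 h. Along this component, the 24 h libraries lay at 84.4% of the distance from 0 h to 48 h. The share moved most with only the 500 most variable genes, to 87.9%. The second component held 16.5% and mostly separated the 3 libraries of 0 h from each other. It also separated the 24 h libraries (-33.5 to -13.9) from the 48 h libraries (-1.55 to 32.1). Over all 18262 genes, the mean distance between libraries was 137 for 24 h against 0 h and 152 for 48 h against 0 h. It was 78.6 for 48 h against 24 h, so the share along the first component is not the whole change. Spearman's rho between libraries, across genes that are not independent of each other, was lowest within a time point for a pair of 0 h libraries (0.961), and reached 0.987 between a 24 h and a 48 h library.

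**Figure D1:**
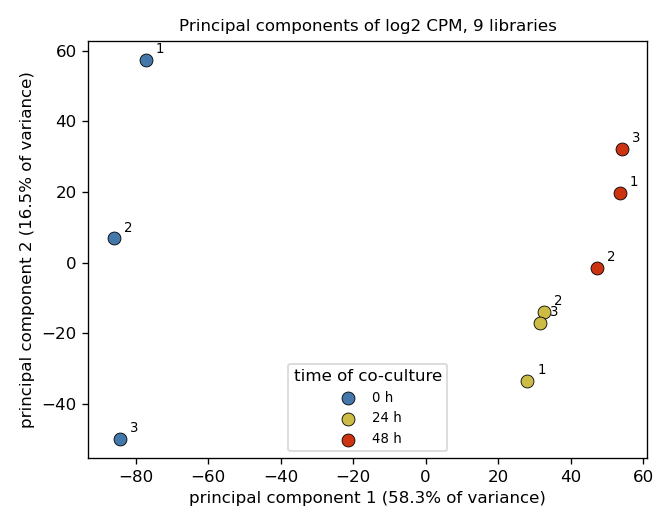
Scores of the 9 libraries on the first and second principal components of log2 CPM, with the share of variance of each component in percent on the axes and 1 point per library, coloured by time point. The 24 h and 48 h libraries both sit on the right, at mean scores of 30.8 and 51.7, and do not overlap along the second component. The 0 h libraries sit on the left, spread along the second component.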

To determine the stage of SSC differentiation, we first compared our RNA-seq data with reported single-cell sequencing data [8,10]. This revealed that the EGFP-SSCs were consistent with the transitional prospermatogonia stage (T-Pro SPG). Following a 24 h differentiation, they were at the differentiating spermatogonia stage (Diff.ing SPG). Lastly, after 48 h of co-culture, the EGFP-positive cells were closer to differentiated spermatogonia (Diff.ed SPG). To better illustrate the conclusion, we used two datasets from published works for comparison [9,11]. We found the SSCs differentiated for 48 h were in the differentiating spermatogonial stage, specifically in S-phase Type B spermatogonia, while 0-h SSCs were in the Type A spermatogonia stage (Figure S2A,B). These patterns were also consistent with the spermatogonia differentiation trajectory in vivo (Figure 2B). Based on the RNA-seq results, we obtained a total of 4647 differentially expressed genes between 0 h and 24 h, including 2017 upregulated genes and 2630 down-regulated genes, and also 5917 differentially expressed genes between 0 h and 48 h, including 2527 upregulated genes and 3390 down-regulated genes (Table S4). 

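In these fits, 4494 of 17592 genes tested differed between 0 h and 24 h, 2002 of them higher and 2492 lower at 24 h. Between 0 h and 48 h, 5602 of 17755 genes differed, 2310 higher and 3292 lower at 48 h. A direct comparison of 48 h with 24 h gave 3732 of 17499 genes, 1506 higher and 2226 lower at 48 h, and 519 of these changed at least 2-fold, against 2326 for 24 h against 0 h and 2961 for 48 h against 0 h. With all 9 libraries in 1 fit, which shares 1 estimate of the spread over the time points, the count for 48 h against 24 h moved most, to 1043. Scaling by library size alone moved the median of all genes by 0.11 on the log2 scale in both comparisons with 0 h. The share of higher genes among those called was 44.5% at 24 h and 41.2% at 48 h with TMM normalization, and 57.1% and 52.8% with library size alone. Leaving out 1 library at a time gave 2607 (without 24 h replicate 2) to 6023 genes (without 0 h replicate 3) for 24 h against 0 h, and 3471 (without 48 h replicate 1) to 7116 (without 0 h replicate 1) for 48 h against 0 h. For 48 h against 24 h, the range was 1857 (without 48 h replicate 1) to 4356 (without 48 h replicate 2).

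The genes with the largest changes were taken among those with a mean of at least 10 CPM in 1 group and no overlap between the libraries of the groups. At 24 h, the largest rises were those of Stra8, Prss35 and Kit. Prss35 (ENSMUSG00000033491, chromosome 9, 86743649 to 86758443) rose from 0.568 ± 0.273 CPM at 0 h to 40.2 ± 14.4 at 24 h and 59.5 ± 9.36 at 48 h, a log2 fold change of 6.14 (standard error 0.41) at 24 h. The largest falls at 24 h were those of St8sia1 (ENSMUSG00000030283, chromosome 6, 142821545 to 142964452), Spry4 and Sall3, with log2 fold changes of -6.34, -6.24 and -6.05. St8sia1 had at most 3 counts in each 48 h library and was at least 78.8-fold lower there than at 0 h (11.5 ± 1.93 CPM). At 48 h, Stra8, Actg2 and Prss35 rose most, and St8sia1, Tmc8 and Nxph4 fell most. Tmc8 fell by 6.93 and Nxph4 fell by 6.39 on the log2 scale. Actg2 (ENSMUSG00000059430, chromosome 6, 83512905 to 83536265) had at most 3 counts in each 0 h library and was at least 16.7-fold higher at 24 h and 66.2-fold higher at 48 h. Actg2 is also in the list of myoid cell markers. Myoid cells carried through the sort cannot be told apart from expression by the SSCs. Between 24 h and 48 h, the largest falls were those of Sez6 (118 to 12.4 CPM, log2 fold change -3.25), Gcgr (-1.95) and Kctd11 (-1.88). Fmod rose by 2.79 over the same interval. The other 2 of the largest rises, Gm26315 and Gm24447, share 73.2% and 71.3% of their sequence with other genes, among them the small nuclear RNA gene Rn7sk, so their counts are uncertain.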

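Stra8 (ENSMUSG00000029848, chromosome 6, 34920163 to 34939344) was at 2.58 ± 0.599 CPM (SD, n = 3) at 0 h, 913 ± 55.8 at 24 h and 485 ± 23.4 at 48 h. Relative to 0 h, its log2 fold change was 8.48 (standard error 0.21) at 24 h and 7.56 (standard error 0.21) at 48 h (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.68e-06 and 4.17e-06). Kit (ENSMUSG00000005672, chromosome 5, 75574916 to 75656722), which encodes a receptor tyrosine kinase, was at 8.48 ± 1.26, 568 ± 34.6 and 329.9 ± 7.67 CPM, with log2 fold changes of 6.08 (standard error 0.16) and 5.28 (standard error 0.15, adjusted p = 2.68e-06 and 4.58e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each library of 24 h and 48 h lay above each library of 0 h for both genes. Among the alternatives, scaling by library size alone moved Stra8 most, to 8.60 at 24 h. With each library left out in turn, the log2 fold change of Stra8 at 24 h stayed between 8.30 and 8.64. Both genes were lower at 48 h than at 24 h, Stra8 with a log2 fold change of -0.92 and Kit with -0.79 (standard errors 0.07 and 0.07, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000125 and 0.000187).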

The SSC differentiation markers Stra8 and Kit were dramatically upregulated after 24 and 48 h of co-culture in vitro. However, the expressions of prospermatogonial stem cell-specific markers *Etv5*, *Lhx1*, *Bcl6b* [12], and stem cell-specific marker *Oct4*, *Nanos2* were significantly downregulated, relative to SSCs (Figure 2C,D). 

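Etv5 (ENSMUSG00000013089, chromosome 16, 22381309 to 22439719) fell from 524 ± 37.0 CPM at 0 h to 11.3 ± 1.01 at 24 h and 7.78 ± 0.452 at 48 h, a log2 fold change of -5.52 (standard error 0.14) at 24 h and -6.07 (standard error 0.13) at 48 h. Lhx1 (ENSMUSG00000018698, chromosome 11, 84518284 to 84525535) went from 145 ± 8.24 to 3.34 ± 0.329 and 2.57 ± 0.522 CPM, with log2 fold changes of -5.42 and -5.81. For Bcl6b (ENSMUSG00000000317, chromosome 11, 70224128 to 70229798), the levels were 339 ± 51.7 CPM at 0 h, 27.6 ± 2.38 at 24 h and 30.9 ± 3.27 at 48 h, and the log2 fold changes -3.60 and -3.45. The adjusted p of these 3 genes was between 1.92e-06 and 1.57e-05 at both times (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the Etv5 transcript, 42.8% matches the gene Gm4798, so reads could have been split between them.

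Oct4, listed as Pou5f1 (ENSMUSG00000024406, chromosome 17, 35506018 to 35510772), was at 85.9 ± 22.4 CPM at 0 h, 46.5 ± 3.47 at 24 h and 27.9 ± 1.12 at 48 h. Its log2 fold change was -0.87 at 24 h and -1.62 at 48 h (standard errors 0.19 and 0.20, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0151 and 0.000891). At 24 h, the call was lost in 4 of the 6 fits that each left out 1 library, with adjusted p-values of 0.000798 to 0.0729 over the 6 fits by the same edgeR test. Nanos2 (ENSMUSG00000051965, chromosome 7, 18987400 to 18988962) was low already at 0 h, at 5.30 ± 0.671 CPM, and fell to 0.787 ± 0.169 and 0.482 ± 0.201, with log2 fold changes of -2.72 and -3.44 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000375 and 0.00037). The transcripts of Pou5f1 and Nanos2 share 21.7% and 49.0% of their length with Gm19553 and Gm45058, genes whose exons overlap theirs.

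Fig. 2C,D also label Id4, Sohlh1, Dnmt3b, Ccnd2 and Sox2. Sohlh1 rose, with log2 fold changes of 2.10 at 24 h and 1.96 at 48 h, and Sox2 fell, with -4.03 and -4.55. Ccnd2 and Id4 fell by 0.91 and 2.50 at 24 h, and were -2.02 and -1.63 relative to 0 h at 48 h. All 8 of these changes were called, with an adjusted p of at most 0.000665 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Dnmt3b rose by 0.94 at 24 h and by 0.36 at 48 h (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000745 and 0.0332). Without the expression filter or with the replicate block, the 48 h call of Dnmt3b was lost (adjusted p = 0.083 and 0.106 by the same edgeR test, 0.00748 to 0.106 over the alternatives), as it was in 4 of the 6 fits without 1 library.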

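Zbtb16 (ENSMUSG00000066687, chromosome 9, 48654297 to 48836222), Gfra1 (ENSMUSG00000025089, chromosome 19, 58235604 to 58455909) and Lin28a (ENSMUSG00000050966, chromosome 4, 134003330 to 134018841) are markers of undifferentiated cells. Gfra1, the receptor component for GDNF, fell from 230.3 ± 10.6 CPM at 0 h to 36.4 ± 2.21 at 24 h and 18.0 ± 1.58 at 48 h, with log2 fold changes relative to 0 h of -2.65 and -3.67 (standard errors 0.11 and 0.12, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.57e-05 and 5.7e-06). Zbtb16 was at 302 ± 54.8 CPM at 0 h, 268 ± 12.2 at 24 h and 204 ± 12.8 at 48 h. Its change was within the spread of replicates at 24 h (-0.16, standard error 0.14) and past it at 48 h (-0.57, standard error 0.15, with edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.486 and 0.0238). The 48 h call of Zbtb16 was lost with scaling by library size alone (log2 fold change -0.46, adjusted p = 0.0533 from the same edgeR test, 0.00636 to 0.0533 over the alternatives) and in 4 of the 6 fits without 1 library. Lin28a was at 182 ± 23.0 CPM at 0 h, 154 ± 4.19 at 24 h and 108 ± 12.2 at 48 h, with log2 fold changes of -0.22 and -0.74 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.22 and 0.00602). Without 0 h replicate 1, Lin28a was called at 24 h as well (log2 fold change -0.32).

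Rec8, Dmc1 and Sycp3 encode meiotic chromosome proteins. Rec8 (ENSMUSG00000002324, chromosome 14, 55618037 to 55625395) was at 22.5 ± 1.60 CPM at 0 h, 111 ± 6.25 at 24 h and 63.6 ± 2.27 at 48 h, a log2 fold change relative to 0 h of 2.31 and 1.50, and fell by 0.81 from 24 h to 48 h (standard error 0.07, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000187). Sycp3 (ENSMUSG00000020059, chromosome 10, 88459569 to 88473236) was at 22.5 ± 9.62 CPM at 0 h, 40.9 ± 5.71 at 24 h and 54.2 ± 4.28 at 48 h. Its log2 fold change relative to 0 h was 0.87 (standard error 0.31) at 24 h and 1.26 (standard error 0.30) at 48 h (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0785 and 0.0175). The 24 h rise of Sycp3 was called by DESeq2 (adjusted p = 0.0228, 0.022 to 0.115 over the alternatives), without the expression filter, with all 9 libraries in 1 fit, and without 0 h replicate 1 or 3. At 48 h, the call was lost without 0 h replicate 2 or without 48 h replicate 1 or 3, with log2 fold changes of 1.01 to 1.60 over the 6 fits. From 24 h to 48 h, Sycp3 rose by 0.40 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0315), a call lost with all 9 libraries in 1 fit, with the replicate block (0.40, adjusted p = 0.0581 by the same edgeR test) and in 4 fits without 1 library. With GC and length offsets, chosen after seeing the data, it was 0.11 and not called. Exons of Chpt1 overlap Sycp3, and 56.5% of the Sycp3 transcript matches Chpt1. Dmc1 (ENSMUSG00000022429, chromosome 15, 79561497 to 79605109) was at 27.3 ± 7.67 CPM at 0 h, 30.4 ± 0.991 at 24 h and 27.6 ± 3.81 at 48 h, with log2 fold changes of 0.17 (standard error 0.21) and 0.02 (standard error 0.22), neither beyond the spread between replicates (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.621 and 0.968). Its direction at 24 h reversed without 0 h replicate 3 (-0.02), and with the GC and length offsets it was called lower from 24 h to 48 h (log2 fold change -0.32).

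**Figure D2:**
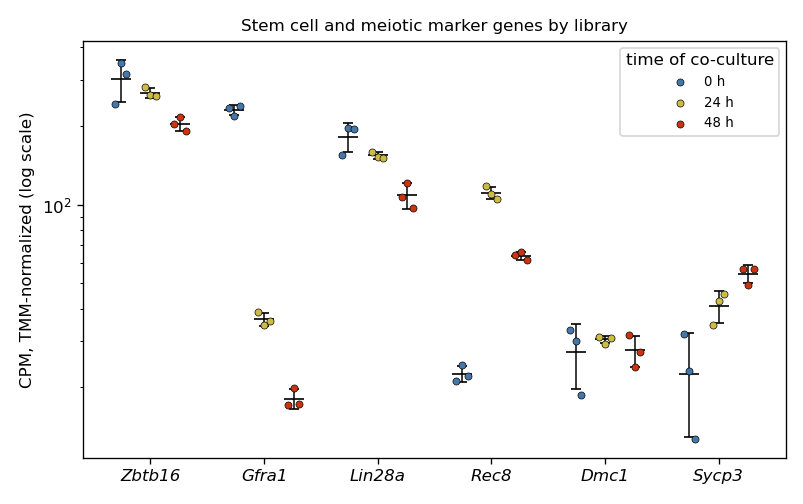
Levels of Zbtb16, Gfra1, Lin28a, Rec8, Dmc1 and Sycp3 in TMM-normalized CPM on a log axis, with 1 point per library, coloured by time point, and bars for the mean ± SD of the 3 libraries at 0 h, 24 h and 48 h. Gfra1 falls from a mean of 230.3 to 18.0 CPM, Rec8 is highest at 24 h, at 111, and Dmc1 has means of 27.3, 30.4 and 27.6.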

The clustering heat map also revealed that the levels of SSC-specific markers *Zbtb16*, *Gfra1*, and *Lin28a* decreased significantly from 0 to 48 h, whereas the contents of the meiotic stage biomarkers, namely, *Rec8*, *Dmc1*, and *Sycp3* continued to rise (Figure 2D,E). Likewise, using GO enrichment analysis, we revealed that the functional terms of early SSC differentiation, including stem cell differentiation and germ cell development, were significantly upregulated between 24 and 48 h, indicating that our co-culture system initiated the SSC differentiation process (Figure 2F,H). Moreover, we noticed that stem cell proliferation-related GO, such as stem cell population maintenance, regulation of MAP kinase activity [13], and regulation of cell growth, were markedly downregulated during this process. Together, these results indicated that SSCs were induced to differentiate in vitro, as was evidenced by the meiosis-induced alterations in gene expression and morphology.

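The annotation of GO terms was not used here. In its place, 17 gene lists were tested with camera, a two-sided test of whether the genes of a list changed more in 1 direction than the other genes, at a preset correlation between genes of 0.01 and with Benjamini-Hochberg adjustment over the 17 lists. Of these, 10 were called at 24 h and 11 at 48 h relative to 0 h, and 10 between 24 h and 48 h. The rotation test fry also called 10, 11 and 9 of them, and camera with a correlation estimated from the residuals 3, 8 and 0.

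Among 13 genes of differentiating spermatogonia, 4 were called higher and 3 lower at 24 h, and 5 higher and 3 lower at 48 h. These 7 and 8 calls among all genes tested compare with 8 at each time adjusted over the list alone. The paper names or labels 5 of the 13 from these libraries, so the count over the list is not independent evidence. Their median log2 fold change was -0.07 at 24 h and 0.03 at 48 h, with single genes from -1.54 to 8.48 (Stra8) at 24 h. Camera called the list as raised at both times (adjusted p = 1.36e-05 and 0.00322), and with an estimated correlation at neither (adjusted p = 0.18 and 0.304, 4.37e-08 to 0.18 and 0.000235 to 0.304 over the alternatives). The median at 24 h changed sign without 0 h replicate 3 (0.07) or 24 h replicate 2. At 48 h, it did so without 0 h replicate 1 or 48 h replicate 2 (-0.09).

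The 10 genes tested of the response to retinoic acid, a component of the medium, all had log2 fold changes over 0 at 24 h, with a median of 2.77 and 8 called, the same number as adjusted over the list alone (camera adjusted p = 1.76e-15). At 48 h, the median over 13 genes was 2.04, or 1.77 with the gene at or under 3 counts at 0 h set to its lower bound, with 10 called and 11 adjusted over the list alone (camera adjusted p = 4.1e-08). The most abundant of them at 48 h, Tgm2, was at 2.76, 28.6 and 22.5 CPM. Of 27 genes of meiotic prophase, all of which had at least 1 CPM at 0 h, 3 were called at 24 h and 5 at 48 h, and 3 at each time adjusted over the list alone. Their median log2 fold change was -0.09 at 24 h and 0.01 at 48 h, and camera called the list at neither (adjusted p = 0.606 and 0.339). The sign of the meiotic median is open: at 24 h it was 0.19 without 0 h replicate 1, and at 48 h it changed in 4 of the 6 fits without 1 library (-0.11 to 0.22). From the GO terms of genes that rose, together with the markers, the paper concludes that the co-culture system started the differentiation of the SSCs.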

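Fixed lists stand in here for 2 of these GO terms. The list for maintenance of stem cells held 20 genes of undifferentiated spermatogonia, 10 of which the paper names or labels from these libraries. At 24 h, 14 of them were called lower and 1, Sall4, higher than at 0 h, and the median log2 fold change was -1.48. At 48 h, 15 were lower and 1 higher, with a median of -1.83 (camera adjusted p = 4.46e-25 and 2.13e-23). The counts called were 15 and 16 among all genes, and also 15 and 16 adjusted over the list alone. Etv5, Lhx1 and Ret of this list had been seen in the authors' tests of these libraries when it was written. Its test is therefore not independent evidence. Summed over the list, the level went from 3781 CPM at 0 h to 1631 at 24 h and 1185 at 48 h. Ccnd2 (ENSMUSG00000000184, chromosome 6, 127125162 to 127152193), which encodes cyclin D2, was the most abundant of the 20 at 0 h, at 739.8 ± 36.6 CPM, and had 389.9 ± 11.8 at 24 h and 182 ± 4.00 at 48 h.

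For MAP kinase activity, 10 genes whose transcription follows signalling through the kinase ERK were tested. Dusp6, Spry4 and Etv5 of this list had been seen in the authors' tests of these libraries when it was written. Its test is therefore not independent evidence. Only the 0 h cells came from medium with listed epidermal growth factor, basic fibroblast growth factor and GDNF. A loss of these factors and differentiation cannot be told apart as sources of a fall in this or the undifferentiated list. Of the 10, 9 were called lower at 24 h and 9 at 48 h, and adjusted over the list alone also 9 at each time. Their median log2 fold change was -3.82 at 24 h and -4.64 at 48 h (camera adjusted p = 2.33e-51 and 1.14e-45), and the calls of this list and of the undifferentiated list also held with an estimated correlation (adjusted p = 0.0179 and 0.0141 for the ERK genes, 3.94e-81 to 0.0179 and 5.18e-74 to 0.0141 over the alternatives). Dusp6 (ENSMUSG00000019960, chromosome 10, 99263231 to 99267489) fell from 316 ± 17.4 CPM to 5.92 ± 0.751 and 5.40 ± 0.199, a log2 fold change of -5.72 (standard error 0.15) and -5.87 (standard error 0.12, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.68e-06 and 1.92e-06). Spry4 (ENSMUSG00000024427, chromosome 18, 38586247 to 38601415) was at 115 ± 1.72 CPM at 0 h, 1.51 ± 0.45 at 24 h and 1.65 ± 0.387 at 48 h. Ccnd1 (ENSMUSG00000070348, chromosome 7, 144929931 to 144939925), which encodes cyclin D1, fell to 76.3 ± 1.37 and 37.2 ± 1.21 CPM from 186 ± 21.1, with log2 fold changes of -1.27 and -2.32, and 29.5% of its transcript matches the overlapping gene LTO1. The gene not called, Epha4, had -0.31 and -0.07 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.327 and 0.787), and its direction at 48 h reversed with library size alone (0.04).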

### 2.3. Dynamic Landscape of Histone H3 Modifications during SSC Differentiation

To elucidate the specific HM alterations that occur during SSC differentiation, we collected cells from three differentiation stages for targeted HM identification. We identified 36 histone H3 modifications from all three stages of differentiation (Table S1), among which seven differentially expressed (DE) modifications were H3K9bu, H3K9me2, H3K18ac, H3S10ph, H3S28ph, H3K23bu, and H3K18bu (Figure 3A and Figure S2A). We selected four modifications (H3K9me2, H3K18ac, H3S10ph, and H3K9bu) for further validation. Based on our analysis, the expression patterns were consistent with the trend we observed using mass spectrometry and Western Blotting (Figure 3B). These results indicated that the histone H3 modification underwent drastic alterations during SSC differentiation.

The H3K9me2, H3K9bu, H3K18ac, H3S10ph, and H3S28ph expressions gradually increased from 0–48 h (Figure 3A). Hence, we speculated that these modifications might contribute to SSC differentiation. We also observed that the H3K23bu and H3K18bu expressions diminished between 0–48 h (Figure 3A), suggesting that these two HMs were likely associated with SSC self-renewal. 

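A list of 36 enzymes that write or remove methylation, phosphorylation and acetylation at the H3 positions studied was fixed for these libraries. At 24 h, 4 of the 36 were called higher and 3 lower than at 0 h, and at 48 h 4 were higher and 4 lower. Adjusted over the list alone, 7 were called at each time, where 7 and 8 were called among all genes. Their log2 fold changes at 48 h ranged from -1.73 to 1.52, and the median was 0.02 at 24 h and 0.06 at 48 h, with no shift of the list as a whole (camera adjusted p = 0.759 and 0.795). Without 0 h replicate 2, the median at 24 h was -0.02, and its sign also changed without 24 h replicate 1. Each of the 36 had at least 1 CPM at 0 h, and the most abundant at 48 h were Ehmt2, Ppp1cc (487 CPM) and Hdac2 (338 CPM).

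Kat2b (ENSMUSG00000000708, chromosome 17, 53566861 to 53672720), an acetyltransferase, fell from 38.9 ± 17.0 CPM at 0 h to 12.0 ± 0.167 at 24 h and 11.8 ± 0.145 at 48 h, with log2 fold changes of -1.68 (standard error 0.33) and -1.73 (standard error 0.33, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00876 and 0.00671). Ppp1ca (ENSMUSG00000040385, chromosome 19, 4192065 to 4195420), a catalytic subunit of protein phosphatase 1, was at 541 ± 127 CPM at 0 h, 270.2 ± 30.9 at 24 h and 214 ± 10.8 at 48 h, with log2 fold changes of -0.99 and -1.34 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00728 and 0.00121), and 25.7% of its transcript matches other genes, among them the overlapping Rad9a. Aurkc (ENSMUSG00000070837, chromosome 7, 6995300 to 7003091), a kinase related to Aurkb, rose by 1.03 at 24 h, from 5.71 ± 1.50 to 11.6 ± 0.525 CPM, and was at 7.33 ± 0.731 CPM at 48 h (log2 fold change 0.36, with edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0114 at 24 h and 0.291 at 48 h). The 24 h call of Aurkc was lost without 24 h replicate 3 (adjusted p = 0.052, 0.00593 to 0.052 over the 6 fits of the same edgeR test), and 64.5% of its transcript matches other genes.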

We also revealed alterations in the mRNA levels of histone H3.1 PTMs enzymes, which coincided with the trends in HMs. For example, the H3S10ph expression was deficient at 0 h, then peaked at 24 h, before slightly decreasing at 48 h. 

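The gene Aurkb (ENSMUSG00000020897, chromosome 11, 69045647 to 69051664) was at 95.5 ± 10.6 CPM (SD, n = 3) at 0 h, 112 ± 5.34 at 24 h and 104 ± 4.13 at 48 h. As FPKM, which divides counts by gene length and library total, computed over the union of its exons (2946 bp), the levels were 30.7 ± 3.17, 39.5 ± 2.74 and 36.1 ± 2.01. Its log2 fold change relative to 0 h was 0.25 (standard error 0.12) at 24 h and 0.13 (standard error 0.11) at 48 h, and -0.12 from 24 h to 48 h (standard error 0.07). None of the 3 changes was called (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.171, 0.457 and 0.218). In CPM, each 24 h library lay above each 0 h library, and the two-sided exact permutation test gave p = 0.1 at 24 h, the smallest p that 3 libraries against 3 allow, and p = 0.3 at 48 h. In FPKM, the two-sided exact permutation test gave p = 0.1 at both times. Without 0 h replicate 3, the 24 h rise was called (log2 fold change 0.36, adjusted p = 0.0285, 0.0285 to 0.425 over the 6 fits of the same edgeR test that each left out 1 library).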

Based on our RNA-seq data, the phosphorylation kinase AURKB of H3S10ph gradually increased from 24 h, which corroborated with the elevated H3S10ph profile at 24 h (Figure 3C). The H3K9me2 expression gradually increased from 0 to 48 h, and its modification writers, EHMT1 and EHMT2, were also enhanced during these times (Figure 3C). These results further demonstrated the reliability of our histone H3.1 PTM data. 

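Ehmt1 (ENSMUSG00000036893, chromosome 2, 24789928 to 24919614) was at 142 ± 4.51 CPM (SD, n = 3) at 0 h, 175 ± 9.01 at 24 h and 195 ± 2.29 at 48 h, and Ehmt2 (ENSMUSG00000013787, chromosome 17, 34898469 to 34914052) at 380.3 ± 94.3, 949.8 ± 41.7 and 1089.8 ± 45.3 CPM. In FPKM, with the union of exons as gene length, Ehmt1 had 16.5 ± 0.655, 22.3 ± 1.62 and 24.6 ± 0.479, and Ehmt2 65.5 ± 15.8, 179 ± 8.88 and 203 ± 11.7. With the longest transcript as gene length, the FPKM at 48 h were 33.5 and 276. The log2 fold change of Ehmt2 relative to 0 h was 1.33 (standard error 0.18) at 24 h and 1.52 (standard error 0.18) at 48 h (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00187 and 0.000891). From 24 h to 48 h it was 0.19 (standard error 0.07, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0694), and DESeq2 called this step (log2 fold change 0.20, adjusted p = 0.0323, 0.0323 to 0.521 over the alternatives).

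Ehmt1 changed less, with log2 fold changes of 0.32 (standard error 0.10) at 24 h, not called, and 0.46 (standard error 0.09) at 48 h, called (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0534 and 0.00742). The 24 h rise of Ehmt1 was called with library size alone (0.43), with at least 10 counts required in every library (0.36), with all 9 libraries in 1 fit (0.31), and without 0 h replicate 1 or 3. The step from 24 h to 48 h was 0.15 (standard error 0.06) and was not called. In CPM, the libraries of each later time point lay above those of the earlier one for both genes, at p = 0.1 in each two-sided exact permutation test, the smallest p possible here.

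**Figure D3:**
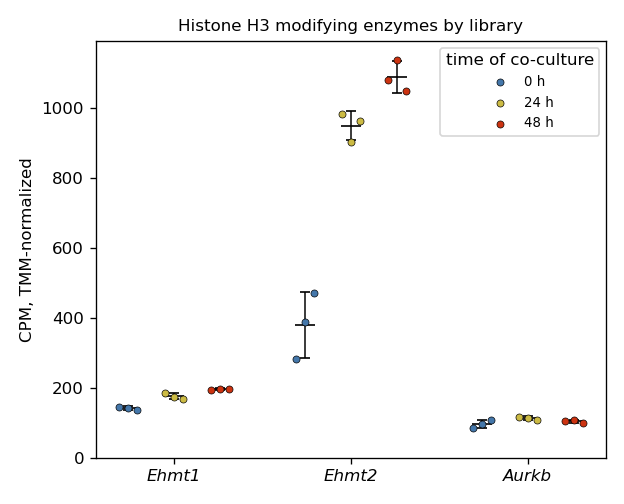
Levels of Ehmt1, Ehmt2 and Aurkb in TMM-normalized CPM at 0 h, 24 h and 48 h, with 1 point per library, coloured by time point, and bars for the mean ± SD of the 3 libraries. Ehmt2 rises from a mean of 380.3 to 1089.8 CPM, Ehmt1 from 142 to 195, and Aurkb is highest at 24 h, at 112.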

In conclusion, we screened the HM profile during early SSC differentiation using targeted proteomics and identified multiple PTMs involving histone H3, which may potentially contribute to SSC differentiation.

### 2.4. Synthetic Biotin–Labeled Peptides Enriched in Proteins That Interacted with HMs

To further explore the interacting proteins associated with HMs, we synthesized biotin-labeled peptides for a pull-down examination with low-input cell number (1 × 10^5^). Our synthesized peptide interacted with target proteins and underwent biotin-streptavidin-based enrichment in vitro using C-terminal biotin labeling (Figure 3D). As reported previously, there is a “binary switch” relationship between H3K9me2 and H3S10ph, whereby H3S10ph can neutralize the inhibitory effect of H3K9me2, thereby enabling RNA polymerase II to extend to these regions for transcription [14]. Thus, we selected H3K9me2 and H3S10ph for subsequent experiments. We identified 38 H3K9me2-binding proteins, 42 H3S10ph-binding proteins, and 17 proteins that bind to both modifications (Figure 3E and Table S2) at the 48 h of SSC differentiation. We further analyzed the RNA expressions of these proteins and correlated that with corresponding protein expressions. Our analysis revealed that 63 of these proteins could be divided into two classes, one class that primarily concentrated in the baseline portion of the X-axis, suggesting that these proteins exhibited scarce expression regardless of mRNA levels, and another class was mainly gathered in the upper portion of the chart due to the relatively high expression of these proteins, indicating that these proteins may serve critical functions during SSC differentiation (Figure 3F,G). It is well established that HMs regulate gene transcription [15], and this effect is typically transmitted through transcription factors (TFs). 

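The RNA values of the proteins labelled in Fig. 3F,G or named as transcription factors can be read from the 48 h libraries, and the protein values were not analysed here. Of 24 such genes, 23 were tested, as the symbol Phf11 was not among the annotated genes, and their RNA at 48 h ranged from 10.7 ± 3.39 CPM for Zfp120 to 371 ± 17.0 for Pogz. Relative to 0 h, 3 of the 23 were called higher and 3 lower at 48 h, and adjusted over the list alone also 6 were called. Smc4 had the widest spread between replicates beside its level, at 131 ± 63.1 CPM.

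Gtf2e2 (ENSMUSG00000031585, chromosome 8, 33731833 to 33777173) was at 161 ± 11.7 CPM at 0 h, 135 ± 14.6 at 24 h and 115 ± 2.21 at 48 h, a log2 fold change relative to 0 h of -0.49 at 48 h (standard error 0.10, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0093). This call was lost without 48 h replicate 1 or 3 (adjusted p-values of 0.00438 to 0.0588 over the 6 fits of the same edgeR test). SUPT5H is listed as Supt5 (ENSMUSG00000003435, chromosome 7, 28314891 to 28338746) and was at 481 ± 89.7 CPM at 0 h and 365 ± 26.0 at 48 h, a log2 fold change of -0.39 (standard error 0.15, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0925). With all 9 libraries in 1 fit, Supt5 was called (adjusted p = 0.0397 by the same edgeR test, 0.0397 to 0.204 over the alternatives), as it was without 0 h replicate 1. Brd1 (ENSMUSG00000022387, chromosome 15, 88687034 to 88734233) was at 207 ± 17.3 CPM at 48 h, not different from 0 h (log2 fold change -0.23, with edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.141). Ruvbl2 (ENSMUSG00000003868, chromosome 7, 45421760 to 45438096) was at 132 ± 20.2 CPM at 0 h and 73.3 ± 1.06 at 48 h, a log2 fold change of -0.85 (standard error 0.13, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00256), and 18.5% of its transcript matches the overlapping genes Gys1 and Lhb. Mif fell by 1.15 at 48 h, and 68% of its transcript matches other genes, among them Mif-ps3. Pogz rose by 0.53, Grwd1 by 0.54 and Kif2c by 0.37 on the log2 scale. The calls of Grwd1 and Kif2c were each lost in 4 of the 6 fits without 1 library, both with the replicate block (log2 fold changes 0.55 and 0.37), and that of Kif2c also without the expression filter.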

We, therefore, speculated whether TFs were present among the modification-pull-down proteins. We revealed that, out of a total of 63 pull-down proteins, 8 were TFs, according to the CISTROME Database [16]. Based on our GO analysis, the biological processes associated with these eight TFs were mainly focused on chromatin organization, positive regulation of HM, and co-transcriptional chromatin reassembly (Figure 3H and Table S3).

Among these eight TFs, four TFs exhibited relatively high protein levels. Hence, we selected these four TFs for further analysis. We first analyzed the GO of the target genes (downloaded from the CISTROME Database) associated with these four TFs. Based on the GO terms analysis, enrichments were mainly in protein modification (HM, histone acetylation, peptidyl-serine phosphorylation), cell differentiation (B cell differentiation, lymphocyte differentiation), cell cycle phase transition, and regulation of gene expression (Figure 4A–D). These results demonstrated that the transition process from prospermatogonia to differentiated spermatogonia essentially utilized HMs, namely H3K9me2 and H3S10ph. Moreover, their roles may be transmitted using TFs, such as GTF2E2, SUPT5H, BRD1, and RUVBL2. To elucidate whether the target genes associated with these four TFs also demonstrated significant alterations in our RNA-sequencing data, we mapped these target genes to our RNA-sequencing data. 

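Fig. 4E–H label target genes of Gtf2e2, Supt5, Brd1 and Ruvbl2, 20 of them on the lower side at 48 h and others on the higher side. All 20 labelled as lower had a log2 fold change under 0 at 48 h relative to 0 h, and 18 of them were called among all genes, against 20 adjusted over the list alone. Of those labelled as higher, Lpar6 and Siglecg were below the expression filter, with means of 0.688 and 0.864 CPM at 48 h, and all 9 tested were called, as they were adjusted over the list alone. The labels were picked from these libraries, so the counts over the list are not independent evidence. The log2 fold changes ranged from -2.85 for Ptprn2 to 2.89 for Cald1. At 24 h, 14 of the 20 were called lower and 7 of the 9 tested higher than at 0 h. Cald1 is also in the list of myoid cell markers, so its rise may come from myoid cells carried through the sort or from the SSCs.

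Epcam (ENSMUSG00000045394, chromosome 17, 87635979 to 87651129) fell from 294 ± 20.0 CPM at 0 h to 92.0 ± 7.53 at 48 h, and Ptprn2 (ENSMUSG00000056553, chromosome 12, 116485720 to 117276849) from 4.78 ± 0.656 to 0.655 ± 0.261 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 6.47e-05 and 0.000841). Cald1 (ENSMUSG00000029761, chromosome 6, 34598500 to 34775473) rose from 14.4 ± 6.85 to 107 ± 16.9 CPM and Emilin1 (ENSMUSG00000029163, chromosome 5, 30913402 to 30921277) from 6.32 ± 1.12 to 24.4 ± 3.40 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000876 and 0.000292). The 2 labelled genes that were not called were H2afx (log2 fold change -0.60) and Cbx5 (-0.58, with edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0577 and 0.0532). DESeq2 called both (adjusted p = 0.0437 and 0.0271, 0.0219 to 0.103 and 0.0185 to 0.102 over the alternatives), as did the edgeR fits without the expression filter and with all 9 libraries. H2afx was also called without 0 h replicate 1 and Cbx5 without 0 h replicate 3. Fzd9 (-0.87, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0482) lost its call with DESeq2's size factors, library size alone, no expression filter or the replicate block (adjusted p = 0.0527, 0.0725, 0.0562 and 0.0878 by the same edgeR test, 0.0188 to 0.0878 over the alternatives), and in 5 of the 6 fits without 1 library.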

Red and blue dots represented highly- and scarcely-expressed genes at 48 h, respectively (Figure 4E–H). 

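Tfap4 (ENSMUSG00000005718, chromosome 16, 4544661 to 4559854) went from 84.2 ± 17.4 to 30.5 ± 2.54 CPM between 0 h and 48 h, a log2 fold change of -1.46 (standard error 0.17, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000817). Rdm1 (ENSMUSG00000010362, chromosome 11, 101627195 to 101636100) went from 16.4 ± 4.12 to 6.99 ± 0.199 CPM, a log2 fold change of -1.23 (standard error 0.21, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0041). For Ddx39b (ENSMUSG00000019432, chromosome 17, 35241746 to 35253707), the mean level was 305 ± 37.3 CPM at 0 h and 198 ± 9.69 at 48 h, and the gene fell by 0.63 on the log2 scale (standard error 0.12, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00668). Pgam1 (ENSMUSG00000011752, chromosome 19, 41911923 to 41918660) had 924 ± 107 CPM at 0 h and 430.1 ± 13.3 at 48 h, a log2 fold change of -1.10 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000467), and 43.1% of its transcript matches the copy Pgam1-ps2. All 4 genes were also called lower at 24 h, with log2 fold changes between -1.51 and -0.61, and adjusted over the list alone all 4 were called at both times.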

We also revealed that the genes with relatively high expression at 0 h were primarily related to cell growth and proliferation, particularly cancer cell proliferation, such as *Tfap4* [17], *Rdm1* [18], *Ddx39b* [19], *Pgam1* [20], and so on. Some of the highly expressed genes at 48 *h* were related to growth inhibition and differentiation, such as *Maf1* [21], *Zfp771* [22], *Smarcd1* [23], *Hoxb4* [24], and so on (Figure 4E). 

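Smarcd1 (ENSMUSG00000023018, chromosome 15, 99702129 to 99713991) rose from 69.9 ± 7.40 to 113 ± 8.42 CPM between 0 h and 48 h, a log2 fold change of 0.69 (standard error 0.12, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00499), and 12.4% of its transcript matches overlapping genes. Zfp771 (ENSMUSG00000054716, chromosome 7, 127244274 to 127254803) rose from 6.07 ± 1.18 to 11.8 ± 1.97 CPM, by 0.96 on the log2 scale (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0118), a call lost without 0 h replicate 2 or 48 h replicate 3. Maf1 (ENSMUSG00000022553, chromosome 15, 76351294 to 76354380), a repressor of RNA polymerase III, rose from 58.7 ± 13.8 to 87.4 ± 6.72 CPM, a log2 fold change of 0.57 (standard error 0.18, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0439). The call of Maf1 held in 1 of the 6 fits that each left out 1 library, the fit without 0 h replicate 3 (adjusted p-values of 0.00194 to 0.147 over the 6 fits of the same edgeR test). Hoxb4 (ENSMUSG00000038692, chromosome 11, 96318267 to 96321638) was low, at 0.768 ± 0.467 CPM at 0 h, 3.27 ± 0.228 at 24 h and 2.68 ± 0.446 at 48 h, a log2 fold change of 1.77 at 48 h (standard error 0.44, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0206). Its call was lost in 4 of these 6 fits. With the replicate block, neither Maf1 (log2 fold change 0.60) nor Hoxb4 (1.86) was called. Adjusted over the list alone, all 4 genes were called at 48 h.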

Lastly, we also revealed that the TF GTF2E2, which was pulled down by both H3K9me2 and H3S10ph, interacted with *Stra8* [25], and *Stra8* served essential modulatory roles in the initiation of SSC differentiation (Figure 4I). Therefore, we hypothesized that these TFs, particularly GTF2E2, regulate SSC differentiation by transmitting HM functions.

## 3. Discussion

Epigenetic regulation events [26], including de novo DM and HM, are early modulators of spermatogenesis [27]. To better reveal the role of histone H3.1 PTM in SSC differentiation, we screened histone H3.1 PTMs at different time points and identified 7 DE modification sites.

Among the seven DE HM sites we identified, our research primarily focused on H3K9me2 and H3S10ph. It is reported that in mice, repressive H3K9me2 is strongly expressed at the spermatogonia and early spermatocyte stages. However, following pachytene spermatocytes, the H3K9me2 expression is gradually attenuated and eventually confined to the pericentromeric region of chromosomes [28]. Prior investigations revealed that the methyltransferase EHMT2-induced H3K9me2 silences L1 elements in the absence of functional piRNA pathways and L1 DM. Moreover, the H3K9me2, piRNA pathways, and L1 DM coordinately inhibit the retrotransposon activities in SSC, and functional *Ehmt2* knockout results in spermatogenesis failure in mice [29]. Based on our in vitro differentiation-based transcriptome analysis, cells that differentiated for 48 h corresponded to the early leptotene spermatocytes in vivo, and the H3K9me2 expression gradually increased from 0 to 48 h, suggesting that the H3K9me2 may serve a critical role in spermatogonia differentiation. Furthermore, we observed that in the RNA-sequencing data, the H3K9me2 methyltransferase EHMT2 expression increased from 0–48 h, which was consistent with the H3K9me2 profile.

H3S10ph was previously reported as critical for mitosis [30]. Its vital phosphorylase AURKB is essential for assembling the synaptonemal complex during meiosis initiation. AURKB and another Aurora kinase, AURKC, cooperate to ensure the smooth assembly of the lateral axis of the synaptonemal complex [31]. AURKB and AURKC knockouts produce abnormal spermatogenesis. In our biotin-labeled data, AURKB was highly expressed at 24 h, which corroborated sufficiently with the elevated H3S10ph expression at 24 h. However, in mammals, the role of H3S10ph in meiosis remains poorly determined. Previous investigations confirmed that H3S10ph is not expressed until the pachytene stage of first meiosis. Moreover, from the late pachytene stage, H3S10ph is expressed in the pericentromeric regions, for example, the H3K9me2 localization in early spermatocyte chromosomes. This pattern of simultaneous H3S10ph and H3K9me2 expressions is termed a binary switch hypothesis and suggests that the serine residue phosphorylation can influence the inhibitory methylation marks on adjacent lysine residues. Interestingly, based on our histone H3 modification data, the H3K9me2 expression was the highest at 48 h, while H3S10ph was more pronounced at 24 h.

We enriched the interacting proteins of H3K9me2 and H3S10ph in SSC after 48 h of differentiation. Our analysis identified 63 H3K9me2- and H3S10ph-associated proteins. We also identified eight TFs using a pull-down assay. Our GO analysis of target genes associated with the identified TE revealed that four TFs were primarily focused on HM, cell differentiation, cell cycle regulation, and transcription regulation. The TF GTF2E2 was also able to interact with *Stra8*, which may regulate SSC differentiation. Therefore, we speculate that these are the enriched binding proteins of H3.1 modification peptides and provide an essential resource for studying the epigenetic regulation of histone H3 in the early stage of SSC differentiation. In future investigations, the functional evaluations of these proteins, along with the identification of potential proteins that may affect SSCs differentiation, are critical and necessary.

## 4. Materials and Methods

### 4.1. SSC Culture and Differentiation

EGFP-SSC was previously established by our team. EGFP-SSCs were maintained on mitomycin C (Sigma-Aldrich, Merck, Darmstadt, Germany)-exposed mouse embryonic fibroblasts in a 37 °C incubator with 5% carbon dioxide. The SSC culture medium was StemPro-34 SFM (StemPro™, Thermo Fisher Scientific, Waltham, MA, USA) with StemPro34 supplement (StemPro™, Thermo Fisher Scientific, Waltham, MA, USA), along with 25mg/mL insulin, 100 mg/mL transferrin, 60 mM putrescine, 30 nM sodium selenite, 6 mg/mL D-(L)-glucose, 30 mg/mL pyruvic acid, 1 mL/mL DL-lactic acid (Sigma-Aldrich, Merck, Darmstadt, Germany), 5 mg/mL bovine albumin (Sigma-Aldrich A3803, Merck, Darmstadt, Germany), 2mM L-glutamine, 5 × 10^−5^ M 2-mercaptoethanol, minimal essential medium vitamin solution (Invitrogen), MEM nonessential amino acid solution (Gibco™, Thermo Fisher Scientific, Waltham, MA, USA), 10^−4^ M ascorbic acid, 10 mg/mL D-biotin, 30 ng/mL β-estradiol, 60 ng/mL progesterone (Sigma-Aldrich, Merck, Darmstadt, Germany), 20 ng/mL mouse epidermal growth factor (R&D, Bio-techne, Minneapolis, MI, USA), 10 ng/mL human basic fibroblast growth factor (R&D, Bio-techne, Minneapolis, MI, USA), 10 ng/mL recombinant rat glial cell line-derived neurotrophic factor (GDNF) (R&D, Bio-techne, Minneapolis, MI, USA), and 1% FBS (Gibco™, 16141, Thermo Fisher Scientific, Waltham, MA, USA).

For the SSCs co-culture, 3–7 day postpartum (dpp) busulfan-exposed mouse testes [32] were extracted, followed by a two-step enzymatic digestion, as reported earlier [33]. Cells underwent filtration through a 40 μm cell strainer, then were centrifuged for collection. SSCs were then combined with busulfan-exposed mouse testicular somatic cells at a 1:1 ratio prior to culture in α-MEM (Gibco™, Thermo Fisher Scientific, Waltham, MA, USA) containing 10% KSR (KnockOut™, Thermo Fisher Scientific, Waltham, MA, USA), BMP-4/7 (20 ng/mL each, R&D, Bio-techne, Minneapolis, MI, USA), retinoic acid (10–6 M, Sigma-Aldrich, Merck, Darmstadt, Germany), activin A (100 ng/mL, R&D, Bio-techne, Minneapolis, MI, USA), testosterone (10 mM, Acros Organics, Fisher scientific, Waltham, MA, USA), FSH (200 ng/mL, Sigma-Aldrich, Merck, Darmstadt, Germany), and BPE (50 mg/mL, Corning Life Sciences, 354123, Minneapolis, MI, USA).

### 4.2. Immunostaining

Cells underwent a 15 min fixation in 4% paraformaldehyde (PFA) at room temperature (RT), followed by a 20 min blocking in 0.3% Triton X-100/2% BSA in PBS, and subsequent overnight (ON) 4 °C incubation in primary antibodies against OCT4 (1:200,P0056, Merck, Germany), PLZF (1:200, ab305064, Abcam), GFP (1:200 Millipore, Merck, Darmstadt, Germany), DDX4 (1:500 Abcam, ab27591, Minneapolis, MI, USA), and STRA8 (1:200 Abcam, ab49602, Minneapolis, MI, USA). The samples were then thrice PBS-rinsed and then exposed for 2 h to fluorescein isothiocyanate (FITC)-labeled secondary antibodies, Alexa Fluor 555, and Alexa Fluor 647 (Thermo Fisher Scientific, Waltham, MA, USA). The DNA underwent a 10 min counterstaining in 10 mg/mL Hoechst 33,342 (Thermo Fisher Scientific, Waltham, MA, USA), with three subsequent PBS rinses. Lastly, image capture was performed using a Zeiss LSM800 Meta inverted confocal microscope.

### 4.3. Karyotype

Cells were grown in a medium with 0.025% colchicine for 4 h, prior to a 30 min hypotonic exposure in 1% sodium citrate at RT. The cells were then fixed for 2 h in freshly made methanol/acetic acid (3:1) employing three fixative durations, followed by a 2 h rinse in ice water and subsequent evaluations. Chromosome visualization was performed via Giemsa staining. Image capture was performed via a Zeiss Axio Imager A1 microscope.

### 4.4. Flow Cytometry Analysis

Cells underwent dissociation in 0.25% trypsin, re-suspension in SSC culture medium, and filtration via a 40 μm cell strainer, before FACS analysis using the FACS Aria Fusion SOP (BD bioscience).

### 4.5. Western Blotting

1 μg of isolated proteins underwent separation on a 15% or 10% SDS-PAGE prior to transfer onto PVDF membranes (BIORAD, Shanghai, China 162-0177), which then underwent a 2h blocking in 5% skimmed milk, followed by an ON incubation at 4 °C with anti-Histone H3 (Proteintech, 17168-1-AP, Planegg-Martinsried, Germany) (1:10,000), anti-Phospho-Histone H3 (Ser10) (Cell Signaling Technology, 13576S, Damvers, MA, USA) (1:1000), Anti-Di-Methyl-Histone H3 (Lys9) (Abcam, ab1220, Cambridge, UK) (1:2000), and anti-acetyl-Histone H3 (Lys18) (PTM BIO, PTM-158) (1:2000). This was followed by four PBST-rinses, and subsequent 2 h secondary antibodies incubation (Goat Anti-Rabbit IgG H&L (HRP, Abcam, ab6721, 1:10,000, Cambridge, UK) and Goat Anti-Mouse IgG H&L (HRP, Abcam, ab6789, 1:10,000), Cambridge, UK) at RT. Again, the membranes were rinsed four times in PBST buffer before employing the High-sig ECL Western Blotting Substrate (Tanon) to identify protein bands.

### 4.6. Histone Acid Extraction

The extracted histone was identified via LC-MS/MS and western blot analyses, as reported by Shechter D.10 Briefly, SSCs underwent lysis in hypotonic lysis buffer (10 mM Tris–HCl pH 8.0, 1 mM KCl, 1.5 mM MgCl_2_, 1 mM DTT and cocktail) via a 30 min incubation on a rotator at 4 °C, before centrifugation at 10,000× *g* for 30 min at 4 °C. The pellet was further lysed in 0.4 NH2SO4 via sonication, followed by an ON rotator incubation and subsequent centrifugation at 16,000× *g* for 10 min at 4 °C. The supernatant from the acid extraction was then dialyzed for 2 h in dialysis tubing using low molecular weight cut-off against ddH_2_O.

### 4.7. Biotinylated H3K9me2 and H3S10ph Peptides Pull down Analysis

Biotinylated H3K9me2 and H3S10ph peptides were ON-incubated with Streptavidin-coated magnetic beads (Pierce) with rotation at 4 °C, followed by two rinses in RIPA lysis buffer and centrifugation. The cell pellets underwent lysis in RIPA lysis buffer (50mM Tris, 150 mM NaCl, 0.1%SDS, 0.5%SDC, 1%NP-40) prior to an ON incubation with beads while rotating at 4 °C, followed by five times rinsing in 25 mM Tris (PH 8.2), prior to digestion as previously described.

### 4.8. LC-MS/MS Analysis and Data Processing

To conduct LC-MS/MS analysis, peptides were introduced to 0.1% formic acid (FA) and assessed via an Orbitrap Fusion Lumos mass spectrometry (Thermo Fisher Scientific, Waltham, MA, USA) attached to the Easy-nLC 1200 (Thermo Fisher Scientific, Waltham, MA, USA). Solvent A had 0.1% FA in water, whereas solvent B had 80% ACN and 0.1% FA. Peptide separation was performed in an analytical column (75 μm × 25 cm, Acclaim PepMap RSLC C18 column, 2 μm, 100 Å; DIONEX, USA) with a 60 min linear gradient (3–5% B for 5 s, 5%–15% B for 23 min 55 s, 15–28% B for 21 min, 28–38% B for 7 min 30 s, 30–100% B for 5 s, and 100% B for 7 min 25 s) in the data-based acquisition mode. The Orbitrap Fusion Lumos was adjusted to 60K MS1 resolution with an AGC target of 4 × 10^5^ ions and maximum administration duration of 50 ms, with subsequent MS2 scans at 3K resolution, AGC target of 5 × 10^4^ ions, and maximum administration duration of 100 ms.

The default settings of the MaxQuant software (1.6.5.0) were used to process raw files, wherein mouse reference FASTA files were received from the Universal Protein Resource (UniProt) database in March 2021. Carbamidomethyl (C) was adjusted to fixed modifications, whereas, Oxidation (M), Acetyl (Protein N-term). Enzymatic specificity was defined as complete slicing via trypsin, and two maximum missed slicing locations were allowed.

### 4.9. Chemical Derivatization of Histones and Quantification by Parallel Reaction Monitoring

The extracted histone was derivatized via propionylation and digested with trypsin, as previously described. Each sample was combined with the isotope-labeled peptides and injected into an easy-nLC 1200 HPLC system (ThermoFisher Scientific, Waltham, MA, USA) via a 95 min gradient (3% to 5% buffer B for 5 s, 5% to 15% buffer B for 40min, 15% to 28% buffer B for 34 min 50 s, 28% to 38% buffer B for 12 min, 38% to 100% buffer B for 5 s, and 100% buffer B for 8 min). Analysis was carried out on an Orbitrap Fusion Lumos mass spectrometer as follows: higher-energy collisional at 30 eV. AGC target at 5.0 × 10^4^, scan range (*m*/*z*) at 150–2000.

The PRM data was processed using the Skyline Daily software. At least four transitions per precursor were used to quantify the targeted sample peptides. The quantitative levels of each modification of histone H3.1 were calculated as the ratio of the endogenous to heavy peptides, followed by normalization against the ratio of endogenous to the heavy peptide of the corresponding unmodified peptide.

### 4.10. RNA-seq and Data Analysis

Purified mRNA from the poly-T oligo-attached magnetic beads was employed for the sequencing library preparation by Novogene (Beijing, China). Upon library qualification, the different library pools based on the optimal concentration and target data quantity from the machine were sequenced via the Illumina NovaSeq 6000.

Three biological replicates were then analyzed for differential expression (DE) via the DESeq2 R package (1.20.0). DESeq2 employs a negative binomial distribution-based model to determine DE in gene expression datasets. The corresponding *p*-values were normalized based on Benjamini and Hochberg’s approach to minimize the false discovery frequency. Furthermore, padj ≤ 0.05 were deemed as significant DE.

We next employed Gene Ontology (GO) enrichment analysis of DE genes using the clusterProfiler R package (3.8.1), with gene length bias correction. GO terms with adjusted *p*-value < 0.05 were marked as significantly enriched by DE genes.

### 4.11. Differentiation Trajectory Analysis

We compared each sample of our RNA-seq data with each cell of the reference dataset, calculated the 30 nearest neighbors, and then performed dimension reduction through UMAP or TSNE to find the center point of these 30 nearest neighbors, which is each position of the time point on the graph. The R package used for data analysis is SCP (version 0.2.6), which can be obtained at the following address: https://github.com/zhanghao-njmu/SCP (accessed on 21 January 2023).

### 4.12. Data Availability

The RNA-seq data have been deposited to the GEO database under the accession number GSE222617. The raw mass spectrometry data were available via ProteomeXchange with the identifiers PXD03949 and PXD039496.

## Figures and Tables

**Figure 1:**
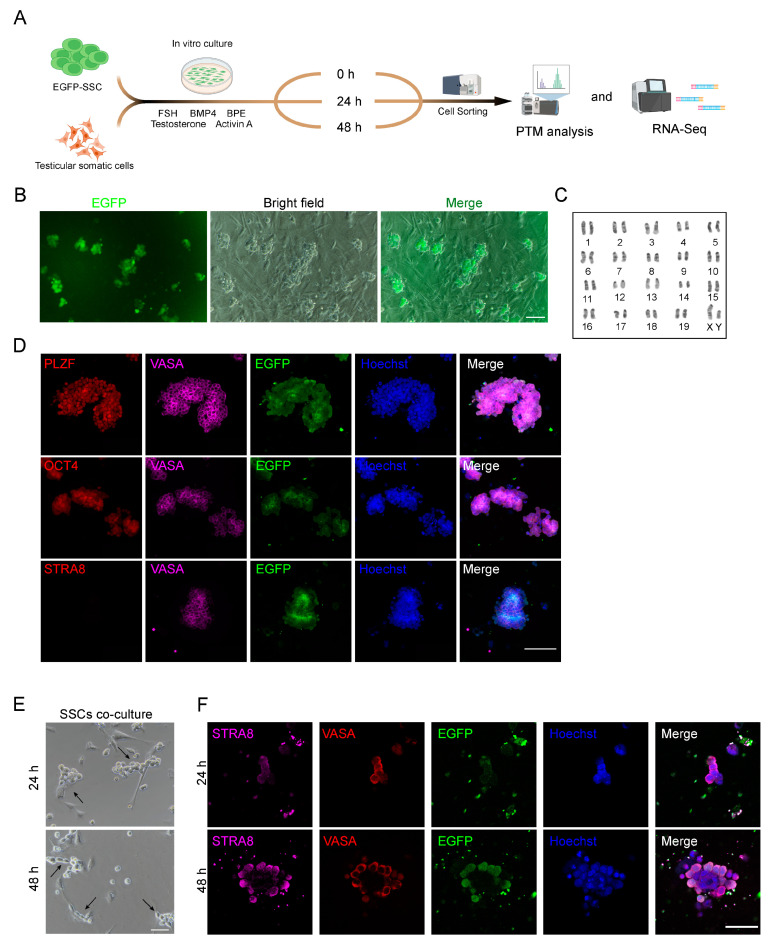
SSC culture and in vitro differentiation. (**A**) A schematic diagram for SSC differentiation in vitro. (**B**) In vitro fluorescence imaging of SSC expressing green fluorescence. Scale bar = 100 μm. (**C**) Karyotype analysis of EGFP-SSC. (**D**) Immunofluorescence staining of SSC stage-specific markers (VASA, OCT4, PLZF) and staining of spermatogonia differentiation marker STRA8. Scale bar = 100 μm. (**E**) Representative microscopic views of different stages of SSC differentiation in vitro. Scale bar = 50 μm. Arrowheads showed differentiated SSCs. (**F**) Immunofluorescence staining of spermatogonia differentiation marker STRA8 after 24 h and 48 h differentiation. Scale bar = 100 μm.

**Figure 2:**
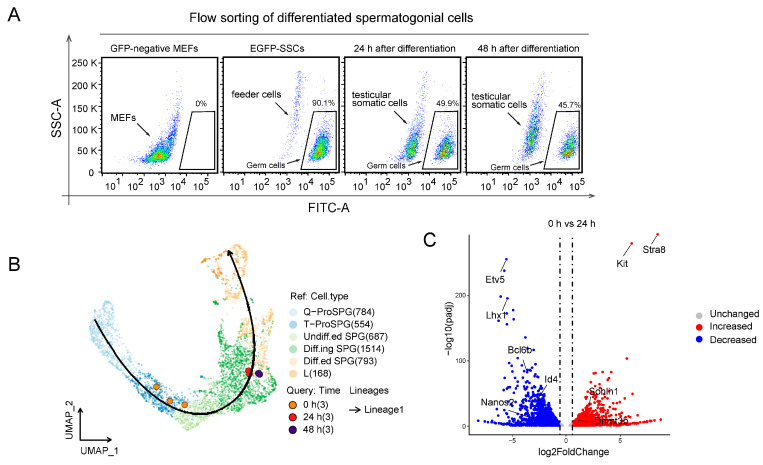

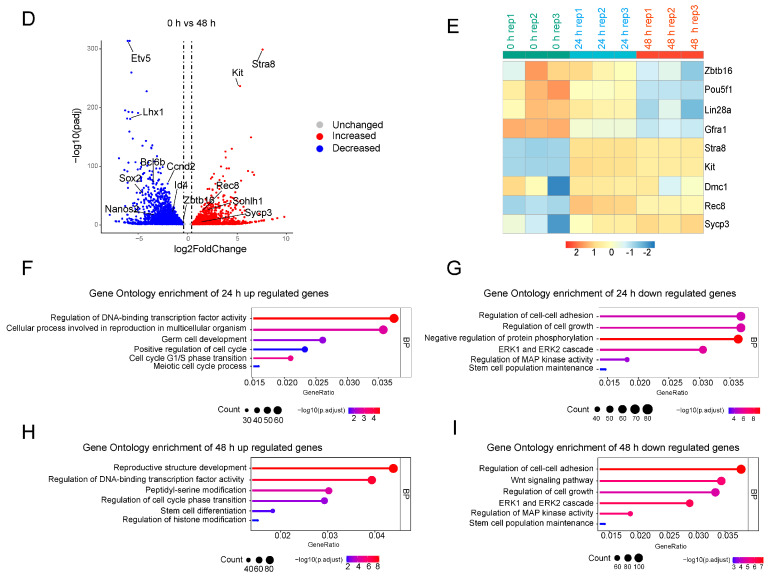
RNA-seq analysis of SSCs differentiation in vitro. (**A**) Flow sorting of differentiated spermatogonial cells and GFP-negative mouse embryonic fibroblast cells were used as control. (**B**) Comparison of RNA-seq data at three stages of differentiation in vitro with a reported in vivo single-cell RNA-seq data, the curve represents the differentiation trajectory. Q-ProSPG represents quiescent prospermatogonia, T-ProSPG represents transitional prospermatogonia, Undiff.ed SPG represents undifferentiated spermatogonia, Diff.ing SPG represents differentiating spermatogonia, Diff.ed SPG represents differentiated spermatogonia. (**C**) Volcano plot revealed genes that were up or down-regulated at 24 h of differentiation, with gene expression at 0 h as a control. (Foldchange ≤1.3 or >1.3, adjusted *p* valve < 0.05). (**D**) Volcano plot revealed differentially expressed genes at 48 h of differentiation, with gene expression at 0 h as a control. (Foldchange ≤1.3 or >1.3, adjusted *p* valve < 0.05). (**E**) Heat map analysis of spermatogenic cell-specific markers. (**F**,**G**) Gene Ontology enrichment analysis of up or down-regulated genes at 24 h. (**H**,**I**) Gene Ontology enrichment analysis of up or down-regulated genes at 48 h.

**Figure 3:**
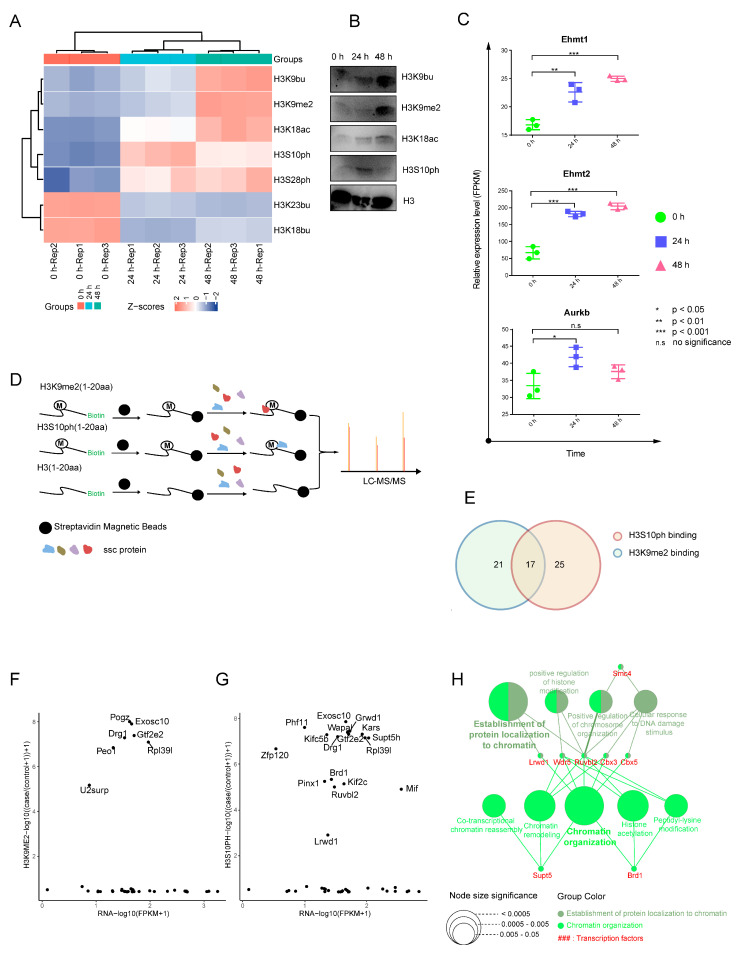
Histone modification profiling and enrichment of modification interacting proteins during SSC differentiation. (**A**) Heatmap of differentially expressed histone modifications at different stages of SSC differentiation. (**B**) Differentially expressed modifications identified by western blot validation. (**C**) Relative expression levels of histone modification enzymes EHMT1, EHMT2, and AURKB according to RNA–seq. The *y*–axis is the FPKM value. (**D**) Schematic diagram of the process of enriching binding proteins with synthetic two histone modification peptides. (**E**) Venn diagram of H3K9me2 and H3S10ph binding proteins. (**F**,**G**) Co–analysis of protein expression and RNA expression level. (**H**) Gene ontology of 8 transcription factors pulled down by H3K9me2 and H3S10ph peptides.

**Figure 4:**
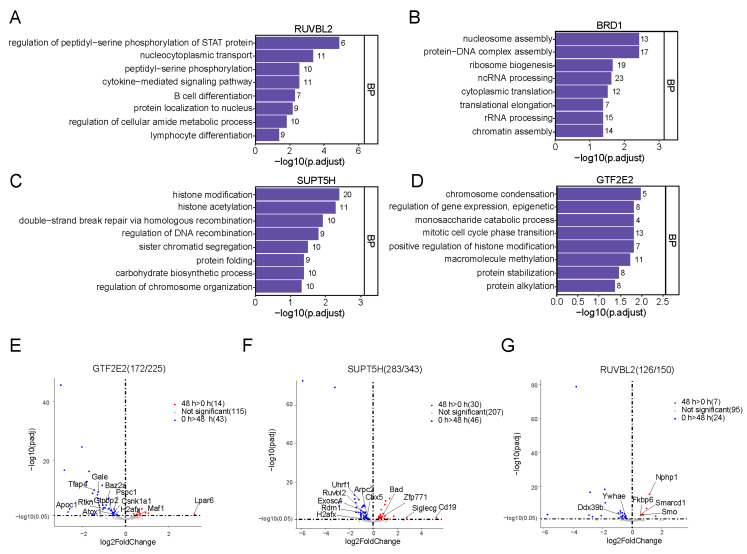

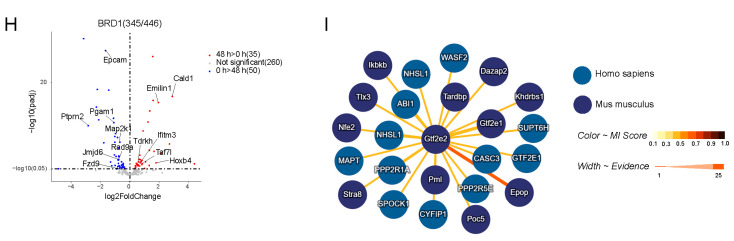
Gene function analysis of target genes regulated by four transcription factors. (**A**–**D**) GO enrichment for target genes regulated by four transcription factors through CISTROME database. (**E**–**H**) The expression level of target genes identified in our RNA-seq data. (**I**) Protein interaction prediction through IntAct Molecular Interaction database.

## Data Availability

Not applicable.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24043314/s1.

How the deposited data were processed for this re-analysis (not part of the article)

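The RNA-seq data comprise 9 libraries of sorted EGFP-SSCs, 3 biological replicates at each of 0 h, 24 h and 48 h of co-culture. The authors deposited counts, the number of reads on each gene, made from HISAT2 alignments per the file headers, and applied no normalization to them. The values were checked to be whole numbers, and the 9 columns map to the 9 samples with 0 columns left over. Gene symbols, positions, lengths and exons came from GENCODE release M21 (GRCm38). The paper and the deposited descriptions name no build for the RNA-seq counts, and M21 held 45143 of the identifiers. Library totals ran from 16825251 to 22201892 counts. With such totals, a gene with 3 counts or fewer in each library of a group was treated as at the floor, and its fold is given as a bound.

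Each of the 3 comparisons of groups used the 6 libraries of its groups. Genes were filtered with filterByExpr, normalized with TMM and tested with the two-sided quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Standard errors of log2 fold changes follow from the same fits. CPM are TMM-normalized over the 9 libraries, and log2 CPM for the principal components used a prior count of 2. FPKM of Ehmt1, Ehmt2 and Aurkb were computed here from the counts with the union of exons as gene length, and with the longest transcript as an alternative. Their levels in CPM were also compared with two-sided exact permutation tests. Lists of genes were tested with camera and fry of limma 3.58.1, at a preset correlation of 0.01 for camera, with Benjamini-Hochberg adjustment over the 17 lists of each comparison. A list needed at least 3 genes past the filter.

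The lists were written from general knowledge: genes of undifferentiated spermatogonia, differentiating spermatogonia, meiotic prophase, ERK pathway output, retinoic acid response, BMP response, all Hox genes by name, the S phase and G2/M lists of Seurat 5.3.0 in mouse spelling, H3 modifying enzymes, and markers of Sertoli, myoid, Leydig, stromal, endothelial and macrophage cells and of germ cells in general. Etv5, Lhx1, Ret, Stra8, Kit, Dusp6 and Spry4 had been seen at the head of Table S4 when the lists were written. Genes named in the text are those the paper names or labels for its RNA-seq data, members of these lists where their result is given, and for each comparison the 3 largest rises and the 3 largest falls among genes with an adjusted p of up to 0.05, a mean of at least 10 CPM in 1 group and no overlap between the libraries of the groups. For named genes, the share of the longest transcript that matches other genes was measured with BLAST 2.17.0 over windows of 75 bases at 97% identity.

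The alternatives were DESeq2 1.42.0 (the authors used release 1.20.0), DESeq2's size factors or library size alone in the edgeR fit, no expression filter, at least 10 counts in every library, all 9 libraries in 1 fit, the replicate number as a block, a fold change over 1.3, fry, camera with an estimated correlation, and leaving out each library in turn. The groups, comparisons, tests, thresholds, lists, alternatives and the rule for named genes were set before the counts were examined. The lists were written after the head of Table S4, which reports tests of these same libraries, had been seen. An edgeR fit with offsets for GC content and transcript length (natural splines with 5 and 4 degrees of freedom) was added after the 0 h libraries were seen to differ along GC content.

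The procedure was tested on simulated data with 200 changed genes. edgeR recovered 196 of them (98%) with 6 false calls, DESeq2 recovered 195, and with no gene changed edgeR called 0 of 17589. In lists of simulated genes, camera called 0 of 50 unchanged lists and the 1 raised list. The simulated changes were large and lay in genes with many counts. The simulated spread between replicates was lower than that of the comparisons with 0 h. Genes were drawn independently of each other, so neither small changes nor the preset correlation of camera was tested. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. 1 gene labelled in Fig. 4 is not reported here. The single-cell data, GO annotation, histone mass spectrometry, pull-down proteins, blots and staining were not analysed here. Table S4 was held only in part, with 1997 of 31870 genes for 24 h and 1704 of 31998 for 48 h.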

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

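Of the tests of an explanation below, the one for an even mixture of testicular somatic cells was set beforehand. All other tests of an explanation were chosen only after the result was seen. The lists, the list tests and the alternatives were set beforehand, apart from the offsets for GC content and length. The head of Table S4 had already been seen when the lists were written.

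The paper does not report somatic marker genes in these libraries. Relative to 0 h, the median log2 fold change at 24 h and 48 h was 2.45 and 2.64 for Sertoli markers, 2.24 and 2.85 for myoid markers, 4.32 and 4.89 for Leydig markers, and 1.31 and 1.55 for stromal markers. With genes at the floor set to their bounds, the Leydig median at 24 h was 3.97, and the other medians did not move. Only 4 and 3 of the 8 Leydig markers passed the filter, and with no filter the Leydig medians were 2.53 and 0.91. With at least 10 counts in every library, the Sertoli medians were 1.24 and 1.45. Both lists were still called. At 24 h and 48 h, 11 and 10 Sertoli, 9 and 9 myoid, 3 and 3 Leydig and 13 and 14 stromal genes were called in either direction, and 11 and 11, 9 and 9, 4 and 3 and 15 and 16 adjusted over the list alone. Of the members, 8 of 15 Sertoli, 7 of 10 myoid, 1 of 8 Leydig and all 17 stromal genes already had at least 1 CPM at 0 h, and 1 myoid gene, Cald1, is labelled by the study. None of the members of these 4 lists is in another list. Camera with an estimated correlation called none of the 4 at 24 h, and all 4 at 48 h.

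Among the 3 most abundant genes of each list at 48 h, Col1a1 was at 157, 1112 and 1404 CPM at 0 h, 24 h and 48 h, Cald1 at 14.4, 79.8 and 107, Clu at 6.11, 33.3 and 56.3, and Cyp11a1 at 0.494, 20.9 and 14.6. Ctsl, the most abundant Sertoli marker, changed little (143, 149 and 191 CPM), and the myoid marker Ptch1 fell from 62.1 to 36.4 CPM. Hsd3b1 was at least 26.5-fold higher at 24 h and 32.4-fold at 48 h. An even mixture of all testicular somatic cells carried through the sort would raise endothelial and macrophage markers too. The endothelial median at 48 h was -1.62, or -0.67 with no filter. The macrophage median was 1.26 over 4 genes, or 0.45 with no filter, and not called. Pecam1 and Kdr were expressed at 0 h and would hide a small share. Cldn5 went from 1.54 to 0.231 and 0.144 CPM, and C1qb and Tyrobp were at 0.0349 and 0.0435 CPM at 48 h. Tek went from 1.42 to 4.11 CPM, Cd14 from 0.61 to 1.69 and Lyz2 from 0.598 to 1.49. The most abundant of the 2 lists at 48 h, Egfl7 and Cd68, fell from 34.2 to 18.9 and from 15.7 to 5.46 CPM, but were also expressed at 0 h. The markers go both ways, and Tek, Cd14 and Lyz2 rose only to low levels. An even mixture and one without endothelial cells and macrophages therefore cannot be told apart. Leydig cells would bring Cyp17a1, which was at 0.127 CPM at 48 h, with Insl3 at 0.21, which argues against mature Leydig cells but not against cells of that lineage without Cyp17a1. A trend on GC content and transcript length is argued against by the offsets for both, with which the lowest of the 4 medians at 48 h was 1.77.

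What also stays open is Sertoli, myoid or stromal cells alone, or their RNA, carried through the sort. The germ cell markers in general had a median of 0.27 at 48 h, so no fall by dilution was seen, but a rise in the germ cells themselves could hide it. With no library of the somatic cells alone, carry-over and expression by the SSCs cannot be told apart for these 3 lists. Feeder cells at 0 h, and effects of the co-culture or of time on the SSCs, are also open and were not tested.

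Hox genes, which the paper does not discuss apart from Hoxb4, rose by a median of 0.99 at 24 h over 14 genes and 1.77 at 48 h over 23 genes. The calls numbered 8 at 24 h (6 higher, 2 lower) and 16 at 48 h (15 higher, 1 lower), and 8 and 17 over the list alone. All were low: the most abundant at 48 h, Hoxb13, was at 3.06, 3.91 and 6.63 CPM, 5 of the 39 in the annotation had at least 1 CPM at 0 h, and 6 of those tested at 48 h were at the floor at 0 h, with the same median when set to their bounds. The retinoic acid list shares 6 of them. At 24 h, the list was no longer called without 0 h replicate 1 (1.42) or 0 h replicate 2. With at least 10 counts required in every library, the medians were 0.24 and 0.51 and no longer called, but this filter also removes genes that were off at 0 h and rose. With GC and length offsets, the 48 h median was 2.04 and still called, against a trend on GC content. Between 24 h and 48 h, the list rose by 0.62, as the myoid and stromal lists did (0.61 and 0.42), so a response of the SSCs to retinoic acid and carried-over somatic cells cannot be told apart: no library holds either alone.

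Genes that respond to BMP, a component of the medium, had a median of 0.63 at 48 h relative to 0 h, and of 0.81 between 24 h and 48 h (camera adjusted p = 0.000113 and 3.31e-13). With no filter, these medians were 0.28 and 1.03. Of the 10 genes, 6 were called at 48 h relative to 0 h (5 higher, 1 lower) and 6 between 24 h and 48 h, all higher. Adjusted over the list alone, 7 were called in each. What made the list stand out is that the 2 time points differ. At 24 h the median was 0.01 and the list not called, but 4 of its genes were higher and 3 lower, 8 in all over the list alone, with Id1 at 1.74 and Id2 at 4.36, so a near-0 median is not an absence of change. Its sign changed without the filter (-0.06) and without 0 h replicate 1 (-0.12) or 24 h replicate 3. With an estimated correlation, camera called the list in neither of the other 2 comparisons. Of the 11 members, 9 had at least 1 CPM at 0 h, and none is in another list or named by the study. Id1, the most abundant at 48 h but not at 0 h, was at 18.4, 60.7 and 136 CPM. Offsets for GC content and length gave 0.90 between 24 h and 48 h, which argues against that trend. A response to the medium is a candidate explanation, as is a change in the cells that express Id genes, and neither was tested.

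Between 24 h and 48 h, genes of differentiating spermatogonia had a median change of -0.23 (6 lower and 2 higher of 13) and genes of the retinoic acid response of -0.14 (5 lower and 1 higher of 13). Adjusted over the list alone, 10 and 6 were called. All 13 of the former and 6 of 14 of the latter had at least 1 CPM at 0 h, 1 and 6 are in another list, and 5 and 1 were labelled by the study. With an estimated correlation, camera called neither list. With the GC and length offsets, the former list was still called (-0.16), which argues against that trend for it, and Stra8 fell by 0.87, with Kit, Cyp26a1 and Rarb also lower, which argues against it for these 4 genes. For the retinoic acid list as a whole, with a median of -0.0553 with the offsets, a trend and a change with time cannot be told apart, since its genes go both ways around a median near 0. A lower share of germ cells at 48 h and a fall within the germ cells cannot be told apart either. The germ cell markers in general had a median of 0.077 between 24 h and 48 h with 8 of 9 above 0, but -0.01 with the offsets, and a rise in the germ cells themselves could hide a fall. A transient response that passed its peak before 48 h may account for the falls, and the time between 24 h and 48 h was not sampled.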

How the results depend on the processing

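The alternatives were set beforehand, apart from the offsets for GC content and transcript length, which were chosen after the 0 h libraries were seen to differ along GC content, and the check of pairing and the GC values by library, which were chosen only after results were seen. Unless a reason is given, the cause was not tested for any change below.

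The undifferentiated and ERK lists at 24 h and 48 h kept their direction and call under all alternatives run. At 24 h, their medians ran from -1.49 to -0.87 and from -3.83 to -3.70 over the alternatives set beforehand other than leaving out 1 library, and from -1.64 to -1.38 and from -3.94 to -3.66 over the 6 fits without 1 library. The retinoic acid list relative to 0 h (2.54 to 2.88 and 2.05 to 2.50 at 24 h) and Ehmt2 (1.32 to 1.45 and 1.16 to 1.54 at 24 h) also kept theirs. Of the genes called between 0 h and 24 h, 96.3% were also called by DESeq2, which called 4732, and of those at 48 h 97.2%, of 5966 called. With at least 10 counts in every library, 4088 were called at 24 h. Counts called between 0 h and 24 h lay between 3007 and 5751 over the alternatives set beforehand other than leaving out 1 library, and between 0 h and 48 h between 4013 and 6945.

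With all 9 libraries in 1 fit, counts from 24 h to 48 h fell to 1043 differentially expressed genes, 285 genes higher and 758 genes lower, and 1039 of the 1043 were also called with 6 libraries. This fit shares 1 spread over all groups, and the 0 h libraries spread most. A fold change over 1.3 left 996 genes higher from 24 h to 48 h. With 500 variable genes, the share of the first component's distance done at 24 h moved to 87.9%, since fewer genes were used.

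Called with an alternative only, with log2 values: library size alone, Ehmt1 (24 h) 0.43. At least 10 counts in every library, Ehmt1 (24 h) 0.36. All 9 libraries, Ehmt1 (24 h) 0.31. DESeq2, Ehmt2 (24 h to 48 h) 0.20. No filter, pan germ cell markers (48 h) 0.27. Fry, pan germ cell markers (24 h) 0.18, S phase genes (48 h) -0.0588, pan germ cell markers (48 h) 0.27, endothelial markers (24 h to 48 h) -0.61, pan germ cell markers (24 h to 48 h) 0.077.

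No longer called: with library size alone, Hox genes (24 h) 1.11. At least 10 counts in every library, Hox genes (24 h) 0.24, Hox genes (48 h) 0.51, S phase genes (24 h to 48 h) -0.0687. Fry, G2/M genes (24 h to 48 h) 0.16. With the correlation estimated, camera allows for more shared movement of genes and no longer called these lists, whose medians it does not move: differentiating spermatogonia genes (24 h) -0.0729, Hox genes (24 h) 0.99, Sertoli markers (24 h) 2.45, myoid markers (24 h) 2.24, Leydig markers (24 h) 4.32, stromal and fibroblast markers (24 h) 1.31, endothelial markers (24 h) -1.30, differentiating spermatogonia genes (48 h) 0.0346, BMP response genes (48 h) 0.63, endothelial markers (48 h) -1.62, undifferentiated spermatogonia genes (24 h to 48 h) -0.41, differentiating spermatogonia genes (24 h to 48 h) -0.23, ERK pathway output genes (24 h to 48 h) -0.35, retinoic acid response genes (24 h to 48 h) -0.14, BMP response genes (24 h to 48 h) 0.81, Hox genes (24 h to 48 h) 0.62, S phase genes (24 h to 48 h) -0.0928, G2/M genes (24 h to 48 h) 0.16, myoid markers (24 h to 48 h) 0.61, stromal and fibroblast markers (24 h to 48 h) 0.42.

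Reversed in direction: with library size alone, which moved the median of all genes by 0.11 in both comparisons with 0 h, Id3 (24 h) 0.0557, meiotic prophase genes (24 h) 0.0274, differentiating spermatogonia genes (24 h) 0.040, Epha4 (48 h) 0.0389, S phase genes (48 h) 0.0494. No filter, BMP response genes (24 h) -0.0606. At least 10 counts in every library, BMP response genes (24 h) -0.0108, Leydig markers (24 h to 48 h) 0.14, H3 modifying enzymes (24 h to 48 h) 0.0147. DESeq2's size factors, H3 modifying enzymes (24 h to 48 h) 0.00729.

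With the GC and length offsets, 6328, 7569 and 3923 genes were called, of which genes higher numbered 3136 at 24 h and 3673 at 48 h. The offsets removed part of the spread between replicates, with a biological coefficient of variation of 0.163 at 24 h. Called with the offsets only: Ehmt1 (24 h) 0.33, Aurkb (24 h) 0.30, Aurkb (48 h) 0.26, Ehmt2 (24 h to 48 h) 0.43, Sertoli markers (24 h to 48 h) 0.34. No longer called: Hox genes (24 h) 1.03. Reversed: BMP response genes (24 h) -0.0163, S phase genes (24 h) -0.00155, Dmc1 (48 h) -0.13, meiotic prophase genes (48 h) -0.16, macrophage markers (24 h to 48 h) 0.0543, pan germ cell markers (24 h to 48 h) -0.0137.

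Among single genes other than Ehmt1, Ehmt2 and Aurkb, the alternatives set beforehand changed 20 of 122 results (13 no longer called, 5 called, 2 reversed). The offsets changed 6 (1, 4 and 1), and leaving out 1 library 24 (15, 6 and 3). Of these single genes, the paragraphs before and after this one name only the reversed ones. FPKM over the longest transcript moved all 9 of 9 values of the enzymes, since the length differs.

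Leaving out 1 library leaves 2 against 3. Over the 6 fits of each comparison, counts ran as follows: differentially expressed genes (24 h) 2607 to 6023, genes higher (24 h) 1071 to 3070, genes lower (24 h) 1507 to 2953, differentially expressed genes (48 h) 3471 to 7116, genes higher (48 h) 1317 to 3232, genes lower (48 h) 2154 to 3884, differentially expressed genes (24 h to 48 h) 1857 to 4356, genes higher (24 h to 48 h) 684 to 2094, genes lower (24 h to 48 h) 1097 to 2262. Lists and genes whose direction reversed, with the range and the library whose absence did it: Dmc1 (24 h) -0.0161 to 0.34 (0 h replicate 3), Id3 (24 h) -0.15 to 0.0718 (0 h replicate 3), meiotic prophase genes (24 h) -0.16 to 0.19 (0 h replicate 1), differentiating spermatogonia genes (24 h) -0.12 to 0.0733 (0 h replicate 3 or 24 h replicate 2), BMP response genes (24 h) -0.12 to 0.15 (0 h replicate 1 or 24 h replicate 3), S phase genes (24 h) -0.0488 to 0.0744 (5 of 6 fits), G2/M genes (24 h) -0.00221 to 0.15 (0 h replicate 3), H3 modifying enzymes (24 h) -0.023 to 0.0611 (0 h replicate 2 or 24 h replicate 1), Dmc1 (48 h) -0.17 to 0.18 (0 h replicate 3 or 48 h replicate 1), meiotic prophase genes (48 h) -0.11 to 0.22 (4 of 6 fits), differentiating spermatogonia genes (48 h) -0.094 to 0.11 (0 h replicate 1 or 48 h replicate 2), macrophage markers (24 h to 48 h) -0.23 to 0.25 (24 h replicate 3 or 48 h replicate 3), H3 modifying enzymes (24 h to 48 h) -0.0217 to 0.0496 (24 h replicate 1 or 48 h replicate 1). Lists no longer called: Hox genes (24 h) 0.70 to 1.42 (0 h replicate 1 or 0 h replicate 2), S phase genes (24 h to 48 h) -0.13 to -0.0593 (4 of 6 fits). Of the lists and of Ehmt1, Ehmt2 and Aurkb, called only without a library: Ehmt1 (24 h) 0.27 to 0.36 (0 h replicate 1 or 0 h replicate 3), Aurkb (24 h) 0.18 to 0.36 (0 h replicate 3), G2/M genes (48 h) 0.16 to 0.26 (0 h replicate 1), meiotic prophase genes (24 h to 48 h) 0.0639 to 0.27 (48 h replicate 2), Sertoli markers (24 h to 48 h) 0.22 to 0.45 (24 h replicate 3).

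The replicate numbers recur at each time point. With the replicate block, 3007, 4013 and 2497 genes were called in the 3 comparisons, the genes higher numbered 1256 at 24 h and 921 from 24 h to 48 h, Hox genes (24 h, 1.00) were no longer called, and Sertoli markers (24 h to 48 h, 0.33) were called. Deviations from the group mean correlated between libraries of the same number by -0.28 to 0.20, so no pairing by number was seen. No label says whether the numbers pair, and a shared effect hidden by other differences between libraries is not excluded. The block costs degrees of freedom, and no shared effect was seen for it to remove.

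Of the 10 ways to split the 6 libraries of a comparison into 3 and 3, 1 of 10 gave as many genes as the real split in each of the 3 comparisons, the real one itself. The other 9 gave at most 21 genes, for 48 h against 0 h. A share below 0.1 cannot be reached with 3 against 3, so the share alone decides nothing. The real splits gave 4494 genes for 24 h against 0 h, 5602 for 48 h against 0 h and 3732 for 48 h against 24 h. In the simulation with no gene changed, 0 of 17589 were called. It drew genes independently of each other, so it holds no effect that the genes of a library share. Each other split puts libraries of both time points on each side, which widens the spread within a side and lowers the calls. These counts therefore show that no other split comes near the real one, but do not exclude a chance split.

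Depth limits genes with few counts. St8sia1 at 48 h, Actg2 and Hsd3b1 at 0 h had at most 3 counts per library, so their folds are bounds. With at least 10 counts in every library, too few Leydig and macrophage markers were left for a value relative to 0 h. Lpar6 and Siglecg could not be tested, as they fell below the filter.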

Differences from the paper's values

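No test in this part was chosen to close a difference, and the GC and length offsets were chosen after seeing the values.

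The paper's counts of differentially expressed genes were 4647 at 24 h (genes higher 2017, genes lower 2630) and 5917 at 48 h (genes higher 2527, genes lower 3390), against 4494 (2002 and 2492) and 5602 (2310 and 3292) here, within 1.5 times. Counts further off than that came from fits that each left out 1 library, from the replicate block (3007 at 24 h, genes higher 1256 and genes lower 1751 at 24 h, and genes higher 1595 at 48 h), and from the GC and length offsets (genes higher 3136 at 24 h). Of the named genes, 30 of 40 at 24 h and 37 of 65 at 48 h are in the part of Table S4 that was held. Leaving out those at the floor, whose folds are bounds, the log2 fold changes of 30 and 35 genes differed by at most 0.0739 and 0.026, none beyond the error.

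The paper names Rec8, Dmc1 and Sycp3 as rising. Dmc1 was not called at 24 h (0.17) or 48 h (0.02) under any setting run, and with the GC and length offsets, chosen after seeing the values, it was -0.13 at 48 h and was called lower from 24 h to 48 h (-0.32). Sycp3 at 24 h (0.87, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0785) was called by DESeq2 (adjusted p = 0.0228), with no filter (0.022) and with all 9 libraries (0.0354), out of 0.022 to 0.115 over the alternatives. It was also called without 0 h replicate 1 (1.21) or 3, and with the offsets chosen after seeing the values (0.96). Rec8 was higher than at 0 h at both times, but fell by 0.81 from 24 h to 48 h.

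The paper names Zbtb16 and Lin28a as falling between 0 and 48 h, and its text makes no separate statement on them at 24 h. At 24 h, Zbtb16 (-0.16) was not called under any setting run, and Lin28a (-0.22) was called only without 0 h replicate 1 (-0.32). At 48 h both were called lower than at 0 h, the direction that the paper gives.

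The paper gives Ehmt1 and Aurkb as rising at 24 h. Ehmt1 (0.32, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0534) was called with library size alone (0.43), at least 10 counts in every library (0.36), all 9 libraries (0.31), without 0 h replicate 1 or 3, and with the offsets chosen after seeing the values (0.33). Aurkb (0.25) was called without 0 h replicate 3 (0.36) and with the offsets chosen after seeing the values (0.30, and 0.26 at 48 h), and under none of the other alternatives set before the data were examined.

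Fig. 4 labels H2afx and Cbx5 as lower at 48 h. H2afx (-0.60) was called by DESeq2 (adjusted p = 0.0437, out of 0.0219 to 0.103 over the alternatives), with no filter, with all 9 libraries and without 0 h replicate 1 (-0.79), and Cbx5 (-0.58) by DESeq2 (adjusted p = 0.0271, out of 0.0185 to 0.102), with no filter, with all 9 libraries and without 0 h replicate 3 (-0.75). The offsets, chosen after seeing the values, called both (-0.42 and -0.87). Lpar6 and Siglecg, labelled as higher at 48 h, were below the filter and not tested.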

Other observations

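The test of Aurkb against the G2/M list was set beforehand, and the tests on GC content were chosen only after the results were seen.

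Stra8, Kit, Cyp26a1 and Rarb were higher at 24 h than at 48 h. Cyp26a1 was at 2.13, 38.6 and 14.2 CPM and Rarb at 0.0994, 5.82 and 2.05, and 57.7% of the Rarb transcript matches Top2b. From 24 h to 48 h, the 4 genes fell by 0.87, 0.81, 1.34 and 1.52 with GC and length offsets. Id1, Id2 and Id3 rose by 1.15, 1.72 and 1.03 over the same time without the offsets. At 24 h, Id3 changed little (-0.06), and its direction reversed without 0 h replicate 3 (0.07).

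S phase genes had medians of 0.01 at 24 h, -0.06 at 48 h and -0.09 from 24 h to 48 h, called in the last comparison (camera adjusted p = 0.0338) but not in 4 of the 6 fits that each left out 1 library (-0.13 to -0.06). Its sign at 24 h changed in 5 of 6 such fits (-0.05 to 0.07). G2/M genes had 0.07, 0.20 and 0.16, also called in the last (camera adjusted p = 0.00492) but not with fry. At 24 h its sign changed without 0 h replicate 3, and at 48 h it was called without 0 h replicate 1 (0.26). With the GC and length offsets, the last G2/M median was 0.14 and still called, which argues against that trend.

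A larger share of cells in G2/M was tested as a source of the Aurkb values. Without Aurkb, the G2/M list had medians of 0.05 at 24 h and 0.21 at 48 h relative to 0 h, and Aurkb 0.25 (standard error 0.12) and 0.13 (standard error 0.11). Neither Aurkb value is beyond the spread without the GC and length offsets. With these offsets, chosen after seeing the values, Aurkb was called at both times (0.30 and 0.26), beside list medians of 0.09 and 0.15. Relative to 0 h, a change in the share of cells in G2/M and a change in Aurkb itself cannot be told apart. Without the offsets, Aurkb lies inside the range of the list's genes at both times (-1.55 to 0.57 and -1.02 to 1.17). From 24 h to 48 h, the list without Aurkb had a median of 0.16 and Aurkb was at -0.12 (standard error 0.07), also inside the range of the list's genes (-0.39 to 1.58).

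Endothelial markers had medians of -1.30, -1.62 and -0.61 in the 3 comparisons, with 4, 5 and 3 of 6, 6 and 5 tested called. Macrophage markers had 0.51, 1.26 and -0.03 over 4 genes, with the sign of the last reversed without 24 h replicate 3 (0.25) or 48 h replicate 3, the most abundant of them at 48 h Cd68, at 15.7, 5.79 and 5.46 CPM. Germ cell markers in general, called in all 3 comparisons by fry and in none by camera with the expression filter, had 0.18, 0.27 and 0.08 over 9 genes, the most abundant of them at 48 h Piwil2 (521, 818 and 886 CPM) and Dazl (868, 729 and 767 CPM). Of 8 endothelial, 10 macrophage and 10 germ cell markers with values, 6, 1 and 9 had at least 1 CPM at 0 h.

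The 3 libraries of 0 h differ along GC content. Over 10733 genes, the deviation of a library from the group mean had a Spearman rho with GC content of -0.715, -0.0369 and 0.716 for replicates 1, 2 and 3 of 0 h, 0.453, -0.224 and -0.213 at 24 h, and -0.11, 0.52 and -0.499 at 48 h. Genes in the fifth with the lowest GC content had a median deviation of 0.39 in replicate 1 and -0.46 in replicate 3 of 0 h, and those in the fifth with the highest -0.25 and 0.21. Between replicates 1 and 3, the rho with GC content was at its weakest -0.601 among genes of similar transcript length, so length does not account for it. In genes that differed least between 24 h and 0 h replicate 2, the rho was -0.758, which argues against 1 library being further along in differentiation. Library preparation may differ between the 0 h replicates, and no label gives a batch, so this stays open, as does a biological difference between the replicate cultures.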
